# Developmental dynamics of Kranz cell transcriptional specificity in maize leaf reveals early onset of C_4_-related processes

**DOI:** 10.1093/jxb/eru152

**Published:** 2014-04-30

**Authors:** S. Lori Tausta, Pinghua Li, Yaqing Si, Neeru Gandotra, Peng Liu, Qi Sun, Thomas P. Brutnell, Timothy Nelson

**Keywords:** Bundle sheath, C4 photosynthesis, Kranz, leaf development, mesophyll, transcriptome.

## Abstract

The comparison of the cell-specific transcriptomes of bundle sheath (BS) and mesophyll (M) cells from successive developmental stages of maize (*Zea mays*) leaves reveals that the number of genes preferentially transcribed in one cell type or the other varies considerably from the sink–source transition to mature photosynthetic stages. The number of differentially expressed (DE) genes is maximal at a stage well before full maturity, including those that encode key functions for C_4_ photosynthesis. The developmental dynamics of BS/M differential expression can be used to identify candidates for other C_4_-related functions and to simplify the identification of specific pathways members from otherwise complex gene families. A significant portion of the candidates for C_4_-related transcription factors identified with this developmental DE strategy overlap with those identified in studies using alternative strategies, thus providing independent support for their potential importance.

## Summary

The measured differential expression of genes between bundle sheath and mesophyll cells at successive developmental stages of the maize leaf is used to identify C_4_-photosynthesis-related candidates.

## Introduction

C_4_ photosynthesis has evolved independently in many plant groups, both monocot and dicot (Sage *et al.*, 2011; Aliscioni *et al.*, 2012; Denton *et al.*, 2013). The majority of existing C_4_ species rely on the metabolic cooperation of leaf bundle sheath (BS) and mesophyll (M) cells with a Kranz-type anatomy surrounding the venation (Langdale, 2011). In this two-cell metabolism, M cells perform primary carbon assimilation and adjacent BS cells perform a linked primary carbon reduction. M cells fix atmospheric CO_2_ into C_4_ acids, which are passed through plasmodesmata to adjacent BS cells and decarboxylated. The BS is specialized with a permeability boundary to retain the released CO_2_ and to exclude O_2_, thereby enhancing the Rubisco-initiated carbon reduction steps (Nelson, 2010). BS cells seem to be developmentally related to the endodermal cells that surround the vasculature of the root and stem (Slewinski, 2013).

Many studies have evaluated the regulation of individual genes whose products are BS- or M-specific, and several studies have compared the transcriptomes of mature BS and M cells (Hibberd and Covshoff, 2010; Langdale, 2011). However, mature tissues provide limited insight into the developmental mechanisms that produce mature BS and M cells. Whole-leaf transcriptome and proteome studies of sequential developmental stages from the base to tip of the young maize leaf (Nelson, 2011) revealed a developmentally dynamic process in the appearance and disappearance of transcripts, transcription factors and other proteins, with a significant portion reduced to low level or absent in mature tissue (Majeran *et al.*, 2010; Li *et al.*, 2010; Pick *et al.*, 2011). This suggests that some important factors may appear and act at early stages only.

In this study we compare the transcriptomes of maize BS and M cells at three successive developmental stages: sink–source transition (SST), maturing, and mature. In addition to resolving the timing of processes during the differentiation of the two cell types, the dynamics of differential BS/M expression of genes can be used as a filter for identifying new candidates for C_4_-related genes. It also provides a means to select pathway candidates among gene family members. We compare candidate C_4_-related genes identified by our BS/M laser microdissection (LM)-based strategy with the candidates identified by alternative strategies. Consensus candidates identified by multiple methods warrant further study.

## Materials and methods

### Cell and RNA isolation

Maize Mo17 and B73 leaf sections were collected from synchronously grown plants and preserved in 100% ice-cold acetone as described in Li *et al.*, 2010. After fixation in paraffin, BS and M cells were captured using a PixCell IIe or Veritas LM system (Life Technologies) and the RNA recovered with a Picopure RNA isolation kit (Life Technologies) according the to the manufacturer’s instructions. A sample of 50–100ng of total RNA was amplified through one round using the RiboAmp HS plus RNA amplification kit (Life Technologies). RNA quality was monitored using a Bioanalyzer 2100 (Agilent).

### Library preparation and Illumina sequence analysis

Library construction, Illumina sequencing, and sequence analysis were done as previously described (Li *et al.*, 2010). The background level was estimated by calculating the alignment density in genomic regions that are at least 10kb away from any exon. Based on the estimated background level and the Poisson model, we calculated the *P*-value for testing whether this gene is expressed or not (whether the observed counts arose from background noise or they were true signal) by calculating the probability of observing the observed counts or more counts if all reads mapped to this gene were background noise. We controlled the false discovery rate (FDR) at 0.1% using Benjamini and Hochberg’s procedure (Benjamini and Hochberg, 1995). Raw datasets are available at NCBI Gene Expression Omnibus (www.ncbi.nim.nih.gov/geo), accession GSE 54272.

DESeq (Anders and Huber, 2010), an R package, was used with upper quartile normalization method (Bullard *et al.*, 2010) to test for differential expression between BS and M cells in each stage. The Benjamini and Hochberg method was applied to the list of resulting *P*-values to control FDR (Benjamini and Hochberg, 1995). Genes that were differentially expressed between BS and M cells (FDR<0.01) were then separated into BS or M expression using log_2_-fold change of BS/M. The functional annotation of identified genes was based on the Mapman pathways (http://mapman.gabipd.org/web/guest/mapmanstore—Zm_B73_5b_FGS_cds_2012download) with manual corrections and further refinement using Putative Orthologous Groups (http://cas-pogs.uoregon.edu/#/) (Walker *et al.*, 2007; Tomcal *et al.*, 2013) and Phytozome (http://www.phytozome.net/). Protein data were compared using the Plant Proteome Database- PPDB (http://ppdb.tc.cornell.edu/) (Sun *et al.*, 2009). Homeologue identification was performed using data provided by http://skraelingmountain.com/datasets.php (Schnable *et al.*, 2012).

For comparison of identified transcription factors from other reports, all gene names were checked with B73 RefGen_v2 to ensure that the maize identifications were consistent.

## Results

### The expression of many genes differentially expressed between BS and M cells peaks and declines before maturity during C_4_ leaf development.

We inventoried the transcripts present in BS and mesophyll M cells at three sites along the developmental gradient of a nine-day-old 3rd maize leaf, using LM and RNA-seq, as described in Li *et al.* (2010). 

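The transcript data are 12 RNA-seq libraries, 2 for each of the 6 combinations of stage (SST, maturing, mature) and cell type (BS, M). The cells were captured by laser microdissection (LM), in which single cells are cut from fixed sections under a microscope, and their RNA was amplified before the Illumina libraries were made. The paper gives the positions -1, 4 and 9 cm for the sections, which the sample labels number 4, 9 and 14. The authors deposited 1 FPKM value (fragments per kilobase of transcript, scaled to the mapped total) per gene and library for the whole gene set of B73 RefGen_v2, and 47572 of these genes were above 0 in at least 1 library. Read counts are not part of the file, but low values rise in steps of 1 read, and a step was fitted for 41651 genes (87.6%). The step of some genes was too small. For example, gdh1 (GRMZM2G178415) was given up to 2137 reads in a library, though its highest value was 1.76 FPKM. Read numbers of single genes are therefore estimates. Relative to the first SST BS library, set to 1, the depth from the steps was 0.932 in the second SST BS library. In the SST M libraries the depth was 0.645 and 0.705. It was between 2.31 and 2.36 in the 4 maturing libraries and between 0.874 and 1.21 in the 4 mature ones, so the maturing libraries were on average 2.83 times as deep as those of SST and 2.28 times as deep as the mature ones. A single read was worth a median of 0.167 FPKM in the first SST BS library. Across the genes tested, replicate libraries correlated between 0.898 and 0.934 on the log2 scale. The values were scaled to a common upper quartile of 2.56 FPKM, the normalization named in the paper's methods, and BS was compared with M at each stage with limma on log2(FPKM + 0.256), because the count test of the paper needs counts. The prior spread of limma was fitted with a trend over the level of the genes. Fold changes on this scale understate the change of genes with low values. The fit covered the 32548 genes with a group mean of at least 0.256 FPKM in at least 1 of the 6 groups, estimated 1 spread per gene over all groups, and called genes at a Benjamini-Hochberg adjusted p below 0.01. Upper quartile scaling moved the median log2 BS/M of genes with a mean above 2.56 FPKM at the maturing stage to -0.15, where the deposited values gave 0.00. That mean was taken over all libraries. As a check of the sample labels, the group means were set against those in Dataset S1, of which 1465 of the 7994 genes were at hand, and all 6 groups correlated best with the group of the same name (0.826 to 0.879, against at most 0.751 for another group).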

The three sites corresponded to SST, maturing, and mature developmental stages, located at –1cm, +4cm and +9cm (leaf tip), relative to the completion of the sink–source transition, which we previously showed is located at the point touched by the ligule of the 2nd leaf (Li *et al.*, 2010; Majeran *et al.*, 2010). The SST is exposed to a lower level of light than the two succeeding stages.

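A gene was counted as expressed when both libraries of at least 1 group held at least 0.256 FPKM after scaling, a rule that does not use the intergenic background reads of the paper's methods. By this rule 25867 of the genes in the file were expressed, of which 13774 have an entry in RefSeq. With any value above 0 in both libraries of a group in place of that limit, the number was 31044.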

Expressed genes above background were determined as described in materials and methods; false discovery rate (FDR) was controlled at 0.1%, 27 819 genes were expressed, based on the filtered gene set of maize assembly v2. For each stage, the BS- and M-differentially expressed (DE) genes were identified by comparing the transcript levels between BS and M cells at each stage, using the R package, DESeq, as described in materials and methods. This analysis identified 7994 genes that were either BS- or M-enriched in expression (Supplementary dataset S1). 

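In the deposited values, 4034 genes were BS- or M-enriched in at least 1 stage at an adjusted p below 0.01 from limma. The choice that lowered this number most was the spread. With a separate fit for each stage, which leaves 2 residual degrees of freedom, 367 genes were called, all of them at the maturing stage. Each call given for SST or mature therefore holds only with the spread shared over the stages. Of the genes that the paper names, those of families it discusses and those with the largest fitted changes at each stage, 33 were BS-enriched and 17 M-enriched at maturing with the shared spread, and 6 and 2 with separate fits. At an adjusted p below 0.05, 9009 genes were called. Tests limited to the 14512 genes named in RefSeq (RefSeq genes alone) or to the 23113 genes with at least 5 reads in a group (the filter on reads) were added after seeing the data.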

In this report, DE is defined as those genes whose transcripts were significantly higher in one cell type versus the other as determined by DESeq. BS- or M-enriched (or –biased) genes are defined as those whose transcripts were more abundant in that cell type versus the other; “-specific” genes are defined as those that were exclusively detected in one type. The majority of DE genes (~85%) ranged from 2-fold enriched to completely specific for BS or M. The number of genes with cell-enriched transcripts was greatest during the maturing stage, and was markedly less in the mature stage (Fig. 1). 

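Of the DE genes, 3858 (95.6%) had a fitted difference of at least 2-fold between BS and M in a stage where they were called. The number of DE genes was 1003 at SST, 2729 at maturing and 1863 at mature, so the maturing stage held 2.72 times as many as SST and 1.46 times as many as mature. The maturing libraries were also the deepest. Without any test, the number of genes with group means at least 2-fold apart was 12149 at SST, 14467 at maturing and 13080 at mature.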

Transcripts of 1703, 3186, and 1287 genes were M-cell-enriched in the SST, maturing, and mature stages, respectively, a total of 4154 unique genes that were enriched in M cells in at least one stage. 

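M-enriched genes numbered 468 at SST, 1159 at maturing and 673 at mature in the limma fit, and 1794 different genes in all. At the maturing stage the split between the cell types moved with the scaling: 57.5% of the DE genes were BS-enriched after upper quartile scaling, and 67.5% in the values as deposited, where 848 genes were M-enriched. Of the M-enriched genes, 100 were called at all 3 stages and 1388 at exactly 1.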

Transcripts of 2120, 3022, and 1406 were BS-enriched, a total of 4043 unique genes that were enriched in BS cells in at least one stage.

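BS-enriched genes numbered 535, 1570 and 1190 at the SST, maturing and mature stages, and 2274 different genes in all. The same genes were called in BS at all 3 stages in 263 cases and at exactly 1 stage in 1516. From the counts in both cell types the paper states that cell enrichment is most frequent at the maturing stage.

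**Figure D1:**
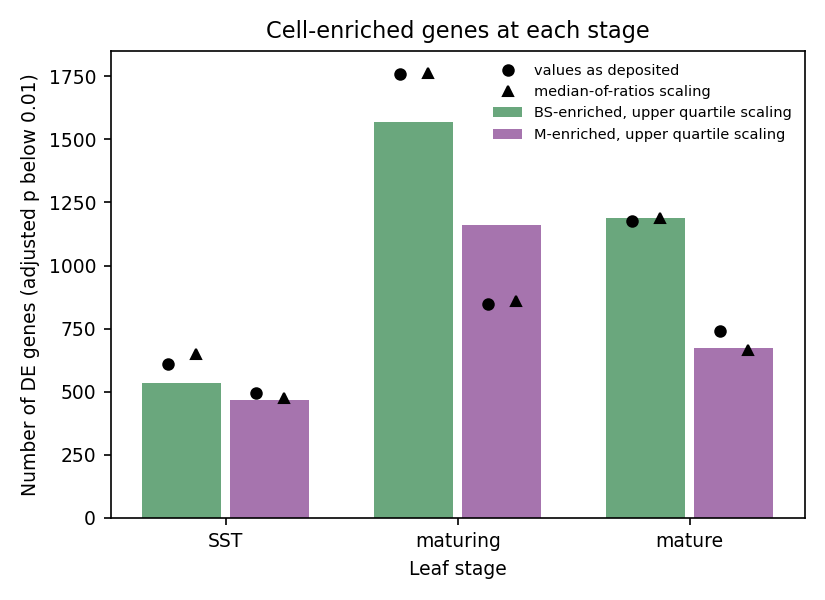
Number of DE genes per stage (horizontal axis) and cell type (bars) at an adjusted p below 0.01, with the values as deposited and with median-of-ratios scaling as points. In both cell types the bar of the maturing stage is the tallest, and the points lie furthest from the bar for M at maturing.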

**Fig. 1.**
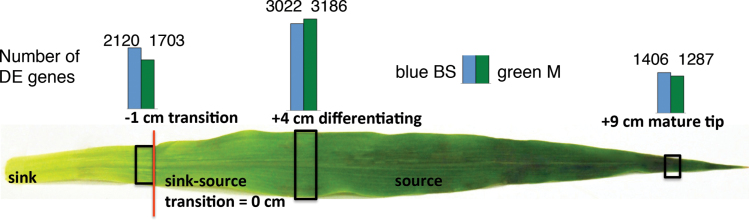
Developmental dynamics of BS/M differential expression (DE). Three sections from the third leaf of a 9-day-old maize plant representing locations of sink–source transition (SST), maturing, and mature developmental stages, the source material for BS and M LM capture. Details of sample site location, anatomy and ultrastructure are in Li *et al.* (2010) and Majeran *et al.* (2010). Blue bars above the leaf represent the number of DE genes found to be BS-biased and green bars represent the number of M-biased DE genes.

Most DE genes for BS and M cells are not absolutely cell-specific, reinforcing observations in many organisms that cell-specific traits are produced through a combination of transcriptional and translational mechanisms (e.g. Ramskold *et al.*, 2009). The C_4_ carbon shuttle genes, all transcribed at a high level, exhibit a range of BS-M transcriptional ratios in the three developmental stages. Comparisons of BS and M transcriptomes isolated from a single stage by the same LM method reveal a broad range of ratios of differential expression for different genes, suggesting that the BS-M distributions are not a cross-contamination artefact. It is also consistent with the distributions observed in proteomic measurements performed on mechanically separated cells from the same sources (Friso *et al.*, 2010; Majeran *et al.*, 2010). 

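The range of ratios was taken over abundant genes, those with a group mean above 20 FPKM and more than 100 reads in each library of the enriched cell type. Among 1110 such genes of SST BS cells, the 5th and 95th percentiles of log2 BS/M were -1.12 and 2.99. They were -1.28 and 5.51 among 1545 genes of maturing BS cells, and -1.11 and 3.32 among 1525 genes of mature BS cells. Since RNA of one cell type in the captures of the other limits the ratio of every abundant gene, the 95th percentile over the 200 most abundant genes was taken as a ceiling. In log2 it was 2.94 at SST, 5.02 at maturing and 3.52 at mature for BS/M, and 2.19, 2.03 and 1.94 for M/BS. Leaving out each library of the stage in turn moved the BS/M ceiling within 2.92 to 2.97, 4.89 to 5.22 and 3.28 to 3.80, and the M/BS ceiling at mature rose to 2.60 without the first M library. Abundant BS genes with a ratio more than 2-fold beyond the ceiling numbered 24, 54 and 15, and abundant M genes 3, 12 and 13. From the breadth of the ratios within one stage the paper proposes that the distributions are not a cross-contamination artefact.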

As shown previously, there is good correlation between the BS/M transcript ratio and the protein BS/M ratio of photosynthesis-related genes (Li *et al.*, 2010).

### C_4_-associated metabolic genes are BS/M-cell-specific from initial expression near leaf sink–source transition, peak in level at midblade, decline at mature tip

Genes encoding proteins known to be either BS- or M-specific in mature leaves exhibit a transcriptional bias at the first stage sampled, the SST stage, where Kranz anatomy is evident, but cells have not yet transitioned to a photosynthetically active state (Majeran *et al.*, 2010). For instance, transcripts for the core C_4_ pathway enzymes are all at least two-fold more highly expressed in one cell type versus the other in the SST stage, which is surrounded and shaded by an older leaf (e.g. log_2_ BS/M for MDH=–2, PepC=–2.2, NADP-ME=3.1, TKL= 2.6) (Fig. 2 and Li *et al.*, 2010). This pattern is also true for cell-type-biased genes in photorespiration, starch and sucrose metabolism, sulfur assimilation, and other pathways that become active following the SST (Supplementary Fig. S1). 

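At SST both libraries of one cell type lay above both of the other for each enzyme that follows. NADP-ME (GRMZM2G085019) had 2842 ± 38.5 FPKM (SD, n = 2) in BS and 370 ± 12.9 FPKM in M, a log2 BS/M of 2.94 (standard error 0.25, adjusted p = 0.00075). PepC (GRMZM2G083841) had a log2 BS/M of -2.07 (standard error 0.27, adjusted p = 0.004) and MDH (GRMZM2G129513) one of -2.19 (standard error 0.28, adjusted p = 0.0036). For carbonic anhydrase (GRMZM2G348512) the value was -1.90 with an adjusted p of 0.0036, and for PPDK (GRMZM2G306345), with 22979 ± 3123 FPKM in M, it was -1.48 with 0.0077. The call of PPDK was lost without the trend of the spread, with no filter on low values and with the replicate number as a block. The PPDK regulatory protein (GRMZM2G131286) lay at -1.86 but did not pass the threshold (adjusted p = 0.027 from limma), except among RefSeq genes alone. Among Calvin cycle genes in BS, the small subunit of Rubisco (ssu1, GRMZM2G098520) lay at 2.73 (standard error 0.23, adjusted p = 0.00072) and Rubisco activase (GRMZM2G162200) at 2.69 (standard error 0.18, adjusted p = 0.00026). Transketolase is not analysed here because no table at hand pairs its name with an identifier. The paper reasons from these ratios at SST that the cell bias of the C_4_ pathway is in place before the cells are photosynthetically active.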

In the subsequent well-illuminated stages (maturing and mature), the level of expression increases, but the cell type bias is maintained.

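From SST to maturing, the log2 BS/M of NADP-ME went to 5.19 and at mature stood at 3.39 (adjusted p = 1.7e-05 and 0.00019). Its level in BS was 9462 ± 823 FPKM at maturing and 6100 ± 2074 at mature (SD, n = 2). PepC lay at -2.56 and -1.71, MDH at -1.78 and -1.93, and carbonic anhydrase at -1.97 and -1.68, all past the threshold. For PPDK the value was -1.60 at maturing (adjusted p = 0.0026) and -1.20 at mature, where the adjusted p of 0.012 missed the threshold. At mature it passed in the values as deposited, at -1.23, and with a stricter filter on low values, and at maturing the call was lost with no such filter. PepC was not called at mature without the trend of the spread or with the replicate number as a block. The PPDK regulatory protein lay at -1.82 and -2.03 and passed at both stages among RefSeq genes alone and with the filter on reads. The small subunit of Rubisco lay at 4.22 and 3.94, and Rubisco activase at 4.46 and 3.27. Each of these genes had the same direction at all 3 stages, and none passed the test of a change in log2 BS/M between successive stages.

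**Figure D2:**
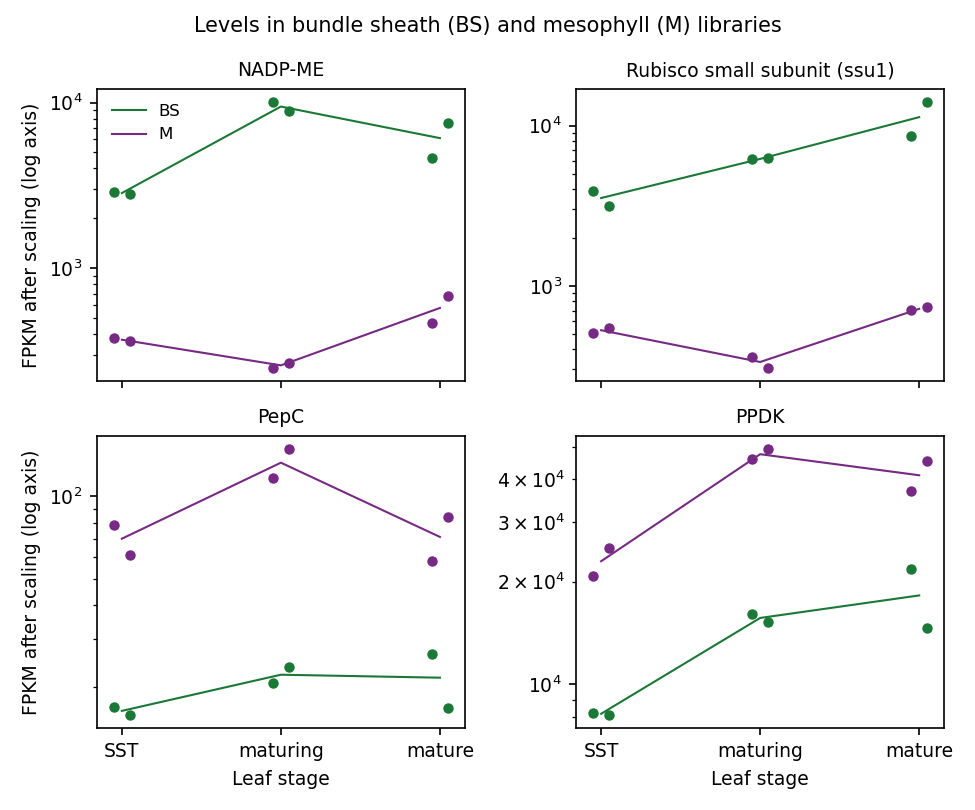
FPKM after upper quartile scaling (log axis) of NADP-ME, PepC, PPDK and the small subunit of Rubisco in each library (points), by stage (horizontal axis) and cell type (colour), with lines through the means of the 2 libraries of a group. At every stage both BS points lie above both M points for NADP-ME and the small subunit of Rubisco, and below them for PepC and PPDK.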

**Fig. 2.**
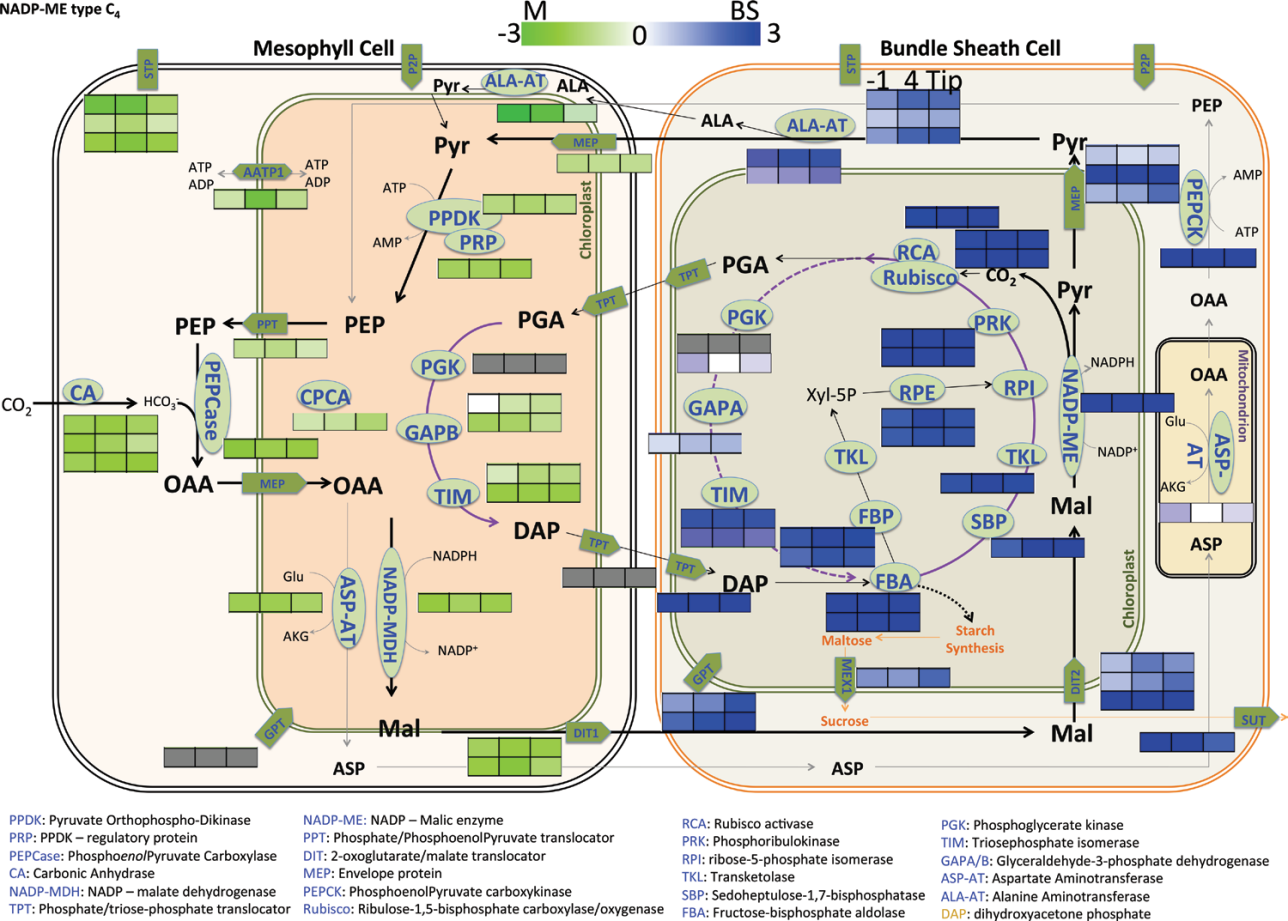
C_4_ cycle genes required for cell cooperation are cell-biased at SST. The C_4_ cycle between BS and M cells relies on numerous enzymes expressed in either cell type. Heat maps of three boxes next to enzyme names represent the log_2_-transformed BS/M expression ratio at the three developmental stages sampled (SST, maturing, mature). Each row indicates the results from a gene with the same proposed activity. Green signifies an M-biased ratio and blue represents a BS-biased ratio. Modified from Li *et al.*, 2010 and detailed expression data is found in Supplementary dataset 2.

Many DE transcripts encoding products that function in mature leaves peak in abundance at maturing stage before declining significantly at mature stage. 

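Among genes BS-enriched at maturing, 53.7% had their highest BS mean at that stage, and among genes M-enriched at maturing 49.8% had their highest M mean there, against 28.5% of all genes tested in either cell type. Simulated libraries without any change gave a rise followed by a fall for 33.2% of genes in BS and 33.3% in M. With the values as deposited the observed shares were 54.5% and 41.4%. A rise from SST to maturing and a fall from maturing to mature were both past an adjusted p of 0.01 from limma for 187 of the 1570 genes BS-enriched at maturing and for 130 of the 1159 M-enriched there, and the simulation without change gave 0 in each cell type. That 0 says little, because the adjustment leaves almost no call where no gene is changed. The fall alone passed for 437 and 466 of the genes BS- and M-enriched at maturing, and a rise to mature for 148 and 63. Genes enriched at SST had their highest mean at maturing in 39.6% (BS) and 43.4% (M) of cases, and genes enriched at mature in 26.4% and 29.1%. A gene called at one stage is in part chosen for a high value there.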

We do not present here a K-means clustering of DE genes by their expression dynamics over the three stages, as the peak-and-decline developmental dynamic was previously documented for individual genes at the whole-leaf transcriptome level (Li *et al.*, 2010; Pick *et al.*, 2011). The abundance of most of the corresponding proteins does not follow this pattern. Instead, C_4_ photosynthesis-associated proteins and other metabolic pathway proteins generally remain abundant at the tip of the leaf, without the decline observed for their transcripts (Friso *et al.*, 2010; Majeran *et al.*, 2010).

### Members of the same gene family are differentially expressed in BS and M cells

Cell expression ratios and cell-specific co-expression patterns can be used as filters to infer the BS/M-relevant member(s) of otherwise redundant gene families annotated with a general function. For example, some gene families that encode activities found in both BS and M cells seem to have subfunctionalized, with distinct members driving expression in each cell type (e.g. triosephosphate isomerase, TIM), whereas others use the same members in both cells (e.g. PGK) (Figs 2 and 3). 

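PGK (pgk2, GRMZM2G382914) had 457 ± 27 FPKM in BS and 257 ± 25.6 in M at SST (SD, n = 2). The log2 BS/M was 0.83, -0.08 and 0.56 over the stages (adjusted p = 0.027, 0.93 and 0.081 from limma), none past the threshold except at SST among RefSeq genes alone. At maturing the sign turned with the scaling, to 0.09 in the values as deposited and 0.08 with median-of-ratios scaling.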

In the case of TIM, a gene family encodes activities for steps in glycolysis and also in the production of d-glyceraldehyde 3-phosphate (DAP), a Calvin cycle intermediate, in both BS and M cells. 

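The TIM gene GRMZM5G852968 had 1044 ± 55.1 FPKM in M and 255 ± 34.8 in BS at maturing (SD, n = 2). Its log2 BS/M was -2.09, -2.04 and -1.94 (adjusted p = 0.011, 0.0062 and 0.01 from limma), and it passed at the last 2 stages, at mature just under the threshold before rounding. Both calls were lost without the trend of the spread and with the replicate number as a block. The call at mature was also lost with no filter on low values and with a pseudocount of one-hundredth of the upper quartile, at -1.95. A call at SST was gained with a stricter filter and with a pseudocount of 1, at an unchanged -2.09. For GRMZM2G002807 the M mean was 23.4 ± 5.38 FPKM at maturing, and its log2 BS/M of -0.08, -0.96 and -0.48 passed at no stage (adjusted p = 1, 0.042 and 0.3). At SST its sign depended on 1 library, with 0.20 without the second SST M library.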

Two closely related *TIM* genes (GRMZM2G002807 and GRMZM5G852968) are highly expressed in M cells and are maize homeologues (Schnable *et al.*, 2011). The other *TIM* genes have a more complex relationship. 

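GRMZM2G030784 had 121 ± 3.71 FPKM (SD, n = 2) in SST BS cells and a log2 BS/M of 2.74, 4.50 and 3.31 over the stages (adjusted p = 0.0022, 7.6e-05 and 0.00052). GRMZM2G018177 had 126 ± 10.4 FPKM in the same cells and a log2 BS/M of 1.58, 1.78 and 1.68 (adjusted p = 0.0019, 0.00038 and 0.00083). GRMZM2G370275 and GRMZM2G435244 were listed at 0 in all 12 libraries. GRMZM2G305211 reached at most 6 reads in a library, with 0.226 and 0.198 FPKM in the mature BS libraries and 0 in both mature M libraries, and its BS and M levels were not distinguishable at this depth.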

Of the five BS DE genes in the same POG (putative orthologue group; Walker *et al.*, 2007; Tomcal *et al.*, 2013), two are highly expressed (GRMZM2G030784, GRMZM2G018177) and three are expressed at a much lower level (~10× less) but still with a BS-enhanced ratio (GRMZM2G370275, GRMZM2G435244, GRMZM2G305211). The two more highly expressed BS-enriched *TIMs* are also homeologues, but the three less expressed genes are not. Transcript amounts from a sixth gene, encoding the cytosolic form of TIM (GRMZM2G146206) are high at the leaf base (all-cell sample) but low in BS and M cells of subsequent stages. 

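Cytosolic TIM (GRMZM2G146206) had 2 and 1.1 FPKM in the SST BS libraries and 1.58 and 0.248 in the SST M libraries, and in the mature BS libraries it had 2.37 and 11.7. The log2 BS/M of 0.86 at SST and 1.18 at mature was within the replicate spread (adjusted p = 0.65 and 0.48 from limma), at maturing M was listed at 0 in both libraries, and at SST the value became -0.07 without the second M library. The leaf base sample is not analysed here.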

The cytosolic protein and its transcripts are both BS- biased. Generally, the similarity of expression patterns among gene family members can be predicted by their sequence similarity dendrogram (Fig. 3A, Supplementary dataset S2). The divergence of expression among such closely related gene family members suggests that comparison of their *cis*-regulatory regions may reveal motifs for cell-specific expression.

**Fig. 3.**
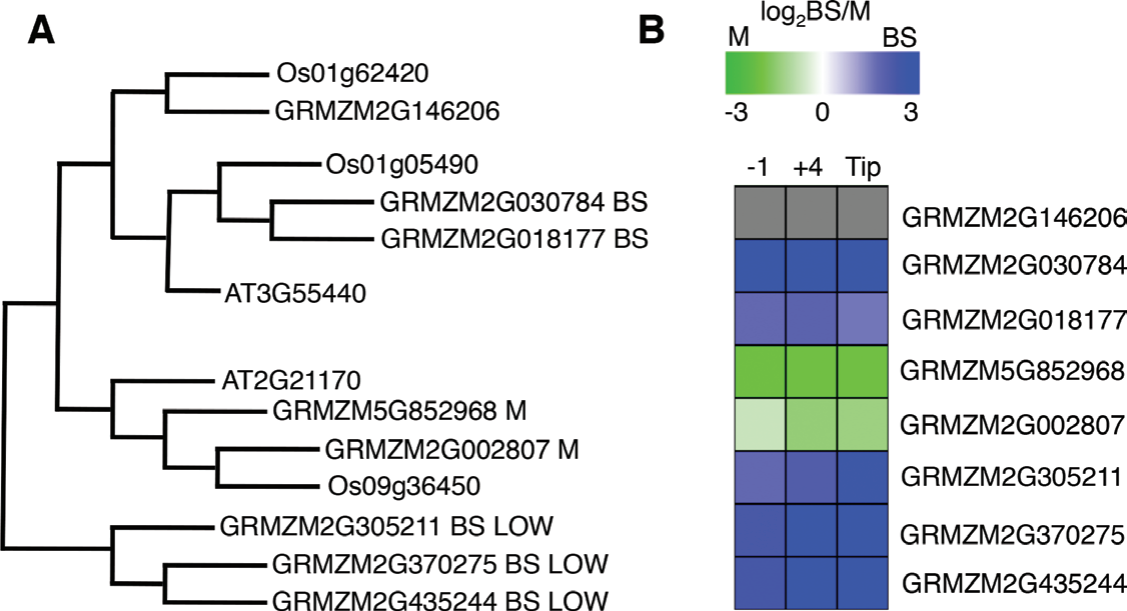
TIM family members assigned to BS or M. (A) TIM family putative orthologue group, POG, represented by phenetic tree generated from protein MUSCLE alignment and using UPGMA (unweighted pair group method and arithmetic mean) (Edgar, 2004; Tomcal *et al.*, 2013). Members with similar cell-biased expression cluster together. (B) DE heat map of TIM genes. Grey boxes for the cytosolic form of TIM represent no DE data. Green signifies an M-biased ratio and blue represents a BS-biased ratio based on the log_2_-transformed BS/M ratio for each section. Detailed expression data is found in Supplementary dataset 2.

Additional examples of gene families that contain both BS and M-enriched family members were found in metabolic pathways both related and unrelated to C_4_ photosynthesis. For example, five closely related pyruvate kinase genes exhibit distinct expression patterns in the leaf, including two M-biased, two BS-biased, and one BS-M unbiased. 

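Of the 10 genes that the copy of Dataset S1 annotates as pyruvate kinase, 9 were tested, and 3 were BS-enriched and 1 M-enriched, all at the maturing stage. In BS these were GRMZM2G004534, with a log2 BS/M of 1.68 (standard error 0.14, adjusted p = 0.00022), GRMZM2G119175, with 2.67 (standard error 0.40, adjusted p = 0.0033), and GRMZM2G066290, with 2.91 (standard error 0.42, adjusted p = 0.0027). GRMZM2G144730 was M-enriched, with -1.33 (standard error 0.22, adjusted p = 0.005). At an unadjusted p below 0.05, 4 and 2 of the genes differed toward BS and M at SST, and 3 and 1 at mature. The tables at hand do not say which members are the closely related ones.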

Of the five cytosolic glutamine synthetases (GS1), transcripts for two are M-enriched and three are BS-enriched (Cren and Hirel, 1999). 

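Among the GS1 genes, gln2 (GRMZM2G024104) had a log2 BS/M of 1.73, 6.37 and 4.40, gln3 (GRMZM2G046601) one of 3.81, 5.90 and 0.66 and gln6 (GRMZM2G050514) one of 3.03, 4.23 and 3.20. The adjusted p-values were 0.19, 0.0008 and 0.0062 for gln2, 0.0014, 5.6e-05 and 0.31 for gln3 and 0.0013, 7.7e-05 and 0.00047 for gln6. With a pseudocount of one-hundredth of the upper quartile gln2 missed the threshold at mature, at 4.44, as it did with the replicate number as a block. In M, gln4 (GRMZM5G872068) lay at -1.02, -0.69 and -1.10 and passed at mature (adjusted p = 0.0093), and gln5 (GRMZM2G036464) lay at -1.96, -2.12 and -1.31 and passed at maturing (adjusted p = 0.0074). Neither call held without the trend of the spread, and that of gln4 was also lost with the replicate number as a block. Among RefSeq genes alone both gln4 and gln5 passed at SST. The difference of gln3 fell by 5.24 on the log2 scale from maturing to mature (adjusted p = 0.0024 for the change, from limma).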

The presence of GS activity in both BS and M cells has been documented (Becker *et al.*, 2000) and the transcript patterns correspond well with protein location and relative abundance (Martin *et al.*, 2006; Sun *et al.*, 2009). In contrast, a single DE glutamate dehydrogenase gene (*gdh1*) is BS-expressed and the corresponding protein is found only in the BS (Friso *et al.*, 2010; Majeran *et al.*, 2010; Supplementary dataset S2).

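The gdh1 gene (GRMZM2G178415) was higher in BS at each stage, with a log2 BS/M of 1.26, 1.66 and 1.56, but at an adjusted p of 0.22, 0.087 and 0.11 from limma it did not pass the threshold. At maturing it had 0.864 and 0.745 FPKM in the BS libraries and 0.133 and 0.0346 in the M libraries.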

### Use of developmental and cell-type co-expression to infer gene function and interactions

The developmental dynamics of cell-type specificity can permit the assignment of putative functions of members of large families before direct functional tests. As an example of the inference of function, our data supports the current understanding of an additional decarboxylation cycle involving phosphoenolpyruvate carboxykinase (PEPCK), alanine aminotransferase (AlaAT) and aspartate aminotransferase (AspAT) (Leegood and Walker, 2003; Pick *et al.*, 2011). *PEPCK* (GRMZM2G001696) was found to be highly expressed in BS in all three sections with the highest expression at the tip, which is unusual for a C_4_ gene (Fig. 2, Supplementary dataset S2). 

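PEPCK had 1399 ± 48.3, 3643 ± 124 and 5374 ± 821 FPKM (SD, n = 2) in BS at the SST, maturing and mature stages, and 177 ± 0.31, 131 ± 13.2 and 505 ± 81.3 in M. The log2 BS/M was 2.98, 4.80 and 3.41 (adjusted p = 9.8e-05, 7.4e-06 and 3.9e-05). Within BS, the change from maturing to mature was 0.55 on the log2 scale and did not pass the threshold (adjusted p = 0.037 from limma).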

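The AspAT gene GRMZM5G836910 had 833 ± 56.8 FPKM in mature M cells and 288 ± 106 in mature BS cells (SD, n = 2). Its log2 BS/M was -1.96, -1.91 and -1.58 over the stages (adjusted p = 0.0025, 0.0011 and 0.0038), past the threshold at each.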

The DE genes include one AspAT isoform expressed in M (GRMZM5G836910) but not the one (GRMZM2G094712) detected by another study in mature BS cells (Chang *et al.*, 2012). 

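GRMZM2G094712 had 1.15 and 1.54 FPKM in the SST BS libraries and 0.788 and 0.315 in the SST M libraries, a log2 BS/M of 1.04 (standard error 0.36, adjusted p = 0.12). Its highest mean was at mature, 5.81 ± 0.317 FPKM in BS (SD, n = 2). GRMZM2G033799 had 3.06 ± 0.843 FPKM in SST BS cells, its highest mean, and a log2 BS/M of 0.98 (standard error 0.29, adjusted p = 0.07) there. Neither gene passed the threshold at any stage.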

We find GRMZM2G094712 is BS-enriched only at SST, the stage at which it is expressed at the highest level, and similar to the AspAT (GRMZM2G033799) that was DE in this experiment. Neither of the BS AspATs have high transcript accumulation profiles in this experiment, but both proteins have been identified in BS cells (Friso *et al.*, 2010; Majeran *et al.*, 2010), suggesting regulation is post-transcriptional. Among the large AlaAT gene family, at least five genes meet our DE criteria. 

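The paper or the copy of Dataset S1 gives 5 AlaAT genes, all of which were tested, and 1 was BS-enriched and 1 M-enriched at an adjusted p below 0.01 over all genes. Adjusted over the list alone, 4 passed at SST, 3 at maturing and 4 at mature, and since the study chose this list on the same libraries, that count is not independent evidence. GRMZM2G120563 had a log2 BS/M of 1.87, 3.18 and 2.84 (adjusted p = 0.0022, 6.3e-05 and 0.00019), and GRMZM2G124963 one of 1.68 at SST (adjusted p = 0.054).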

One M-biased member (GRMZM2G088064) exhibits the dynamic pattern of C_4_ genes, starting at SST, peaking at maturing stage, and declining at mature. 

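GRMZM2G088064 had 8.44 ± 1.65 FPKM in M at SST, 23.2 ± 4.39 at maturing and 15.6 ± 4.19 at mature (SD, n = 2), and a log2 BS/M of -2.28, -1.41 and -1.31 (adjusted p = 0.0076, 0.03 and 0.043), past the threshold at SST alone. That call was lost without the trend of the spread and with the replicate number as a block. Among RefSeq genes alone the gene also passed at maturing. Within M, the rise to maturing had an adjusted p of 0.027 and the fall to mature one of 0.28 from limma.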

The corresponding protein is found in field-grown leaves, but was not identified in the proteome of M cells (Friso *et al.*, 2010; Majeran *et al.*, 2010). Of the remaining AlaAT activities, transcripts for all are BS-enriched; three were found in the proteome of BS cells (Friso *et al.*, 2010; Majeran *et al.*, 2010). Two AlaAT genes (GRMZM2G053999, GRMZM5G840582) exhibit the levels and developmental patterns of C_4_-related genes.

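GRMZM2G053999 had 22.8 ± 2.58, 24.6 ± 3.23 and 21.4 ± 9.85 FPKM in BS over the stages (SD, n = 2), and GRMZM5G840582 had 43.3 ± 5.63, 206 ± 14.4 and 163 ± 57.4. Their log2 BS/M was 1.17, 1.11 and 1.16 and 0.82, 1.13 and 1.52, higher in BS at each stage but with adjusted p-values of 0.045, 0.04 and 0.037 and 0.17, 0.052 and 0.018, above 0.01. GRMZM5G840582 passed at mature with the filter on reads and among RefSeq genes alone.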

As another example of the inference of gene function based on cell-specific expression pattern, aquaporins constitute large families of transporters with many leaf-expressed members. Aquaporins were initially associated with water homeostasis, but some are involved in transport of solutes such as CO_2_ (Uehlein *et al.*, 2003; Hanba *et al.*, 2004). Water transport is crucial for photosynthesis and phloem loading. In the maize leaf, BS cells are surrounded by a suberin boundary similar to the Casparian strip that surrounds root endodermal cells and makes the movement of water aquaporin-dependent (Amodeo *et al.*, 1999; Johansson *et al.*, 2000). The aquaporin family in maize has over 30 members in four major subfamilies that play important roles in the leaf (Chaumont *et al.*, 2001; Johanson *et al.*, 2001; Heinen *et al.*, 2009).

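RefSeq names aquaporin genes of the file in the PIP (9), TIP (11), NIP (5) and SIP (4) groups, of which 9, 7, 5 and 4 were tested. At an adjusted p below 0.01 in at least 1 stage, 9 of these were BS-enriched and 2 M-enriched, and with a pseudocount of 1 there were 11 in BS. NIP2-1 (GRMZM2G028325) had the largest BS/M ratio among those called at SST, with a log2 BS/M of 2.80, 4.89 and 4.24 over the stages (adjusted p = 0.00089, 2e-05 and 6.6e-05). NIP2-2 (GRMZM2G137108) passed at the later stages, with 3.96 at maturing and 3.82 at mature.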

We observe 16 BS-biased and 4 M-biased aquaporin family genes, of which a subset is expressed at high levels beginning at SST, consistent with the building of infrastructure for subsequent C_4_ processes (Supplementary dataset S2). Members of the *PIP* (plasma membrane intrinsic protein) subfamily were the most abundant in either cell type, although all four major subfamilies were represented in the BS DE list. The BS-enriched DE genes included seven PIP members. 

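Of the 9 PIP genes, 6 were BS-enriched at some stage. PIP1-3 (GRMZM2G392975), with a log2 BS/M of 1.48, 1.81 and 1.48, passed at every stage, and PIP2-2 (GRMZM2G092125), with 1.18, 1.61 and 2.33, at the later ones. In the values as deposited PIP2-2 also passed at SST (1.20). PIP2-5 (GRMZM2G178693) passed at mature (2.18, adjusted p = 0.0057), and at maturing under both other scalings, with 1.71 in the values as deposited. PIP2-6 (GRMZM2G047368) passed at maturing (4.04, adjusted p = 0.00011 from limma) and mature (1.80, 0.0069). Its call at mature was lost without the trend of the spread and with the replicate number as a block. It passed at SST with the filter on reads and among RefSeq genes alone. PIP2-1 (GRMZM2G014914) passed at maturing alone, with 1.75 (standard error 0.12, adjusted p = 8.8e-05), and the change in its log2 BS/M was 1.90 from SST to maturing and -1.93 from maturing to mature, both past the threshold.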

The M-enriched DE genes included four *PIPs* with differing dynamic patterns, only one of which was M-enriched at all developmental stages. 

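PIP2-3 (GRMZM2G081192) was M-enriched at all 3 stages, with adjusted p-values of 0.0052, 0.0035 and 0.0046 from limma. Its call at SST was lost with the replicate number as a block. PIP1-5 (GRMZM2G081843) was M-enriched at SST, with a log2 BS/M of -1.29 (standard error 0.14, adjusted p = 0.0019), and BS-enriched at maturing (1.78, 0.00014) and mature (1.22, 0.0014). Its change from SST to maturing, 3.07 on the log2 scale, passed the test of the difference itself (adjusted p = 0.00032). None of the other PIP genes that RefSeq names was M-enriched at an adjusted p below 0.01.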

Six BS and two M-biased *PIPs* are closely related by sequence but were not found to be maize homeologues. 

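PIP2-4 (GRMZM2G154628) had 62.6 ± 4.66 FPKM in M at SST, 24.7 ± 0.943 at maturing and 53.3 ± 34.4 at mature (SD, n = 2), with a log2 BS/M of -1.68, -0.56 and -1.08 (adjusted p = 0.028, 0.39 and 0.099), past the threshold at no stage except SST among RefSeq genes alone. PIP2-3 (GRMZM2G081192) had 17.9 ± 0.506, 7.05 ± 0.659 and 9.23 ± 5.23 FPKM in M, and a log2 BS/M of -3.02, -2.80 and -2.85. The values of such family members are uncertain, because reads of near-identical copies could be divided between them in the authors' processing.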

The two M-enriched DE *PIPs* (GRMZM2G154628, GRMZM2G081192) are in the same sub-cluster and both show a pattern of highest expression at the SST stage. The BS-M biases we observe for transcripts for the 21 aquaporins agree with those found in mature stage in another study (Chang *et al.*, 2012), except for two for which we find a lower BS/M ratio at mature stage, and three for which we observe a differing specificity at an earlier stage. Transcripts for PIPs are abundant at the leaf base (Li *et al.*, 2010) where PIPs are likely to be incorporated into cell walls during cell division; the SST cell-type-enhanced accumulation we observe may be a continuation of this process.

Cell-specific co-expression information that includes early stages can help to associate cognate pairs of interacting proteins among multiple candidates in gene families, even if expression levels are low. For instance, Aux/IAA repressors interact with auxin response factor (ARF) transcription factors in response to auxin (Hagen and Guilfoyle, 2002). Both partners in this interaction come from gene families, making possible many theoretical pairings. A cell-specific co-expression strategy was previously employed in *Arabidopsis* to identify candidate pairings (Gandotra *et al.*, 2013). Our cell-type co-expression data considerably limits the candidate partners in BS and M cells. For example, in M cells, one ARF and six Aux/IAAs are preferentially expressed at the SST stage (Supplementary dataset S2). 

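The paper's text gives no identifiers for its ARF and Aux/IAA genes, so the genes followed here need not be the same. RefSeq names 20 ARF and 18 Aux/IAA genes of the file, of which 16 and 12 were tested. None of them passed the threshold at SST in either cell type, where 3 ARF and 2 Aux/IAA genes were higher in M at an unadjusted p below 0.05. The M-enriched genes of a later stage were ARF2 (GRMZM2G153233), at maturing, with a log2 BS/M of -1.89 (standard error 0.34, adjusted p = 0.0069), and AUX34 (GRMZM2G163848), with -1.05 at maturing and -0.97 at mature (adjusted p = 0.0032 and 0.0063). Without the trend of the spread neither call of AUX34 held, and ARF2 missed the threshold with the values as deposited (-1.75) and with median-of-ratios scaling (-1.76).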

The ARF and three Aux/IAAs continue to show M expression through the mature stage at the tip of the leaf. 

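At SST, AUX34 had a log2 BS/M of -0.53 (standard error 0.16, adjusted p = 0.077) and ARF2 one of -0.10 (standard error 0.34, adjusted p = 1), which was 0.20 without the second BS library. At mature, ARF2 lay at 0.18 (adjusted p = 0.9) and at -0.09 without the second M library.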

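In BS, 2 ARF and 1 Aux/IAA genes were higher at SST at an unadjusted p below 0.05. AUX18 (GRMZM2G104176) had a log2 BS/M of 1.59 at SST (adjusted p = 0.012), which passed with a stricter filter on low values and with a pseudocount of one-hundredth of the upper quartile (2.02), and 3.07 at maturing (0.00031). At mature it lay at -0.04, with a sign that changed without the first library of either cell type, and the change from maturing, -3.11, passed the test of the difference (adjusted p = 0.0069). A BS enrichment at mature passed for 4 of the Aux/IAA genes and for 0 of the ARF genes, of which 3 had an unadjusted p below 0.05.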

In BS cells, three ARFs and two Aux/IAAs are preferentially expressed at the SST stage and only one ARF and one Aux/IAA remain BS-expressed out to the mature tip.

### The most highly expressed DE transcripts are abundant at all stages

As transcripts for C_4_ enzymes are all expressed at a high level throughout the green blade, it is likely that genes encoding supportive functions such as transporters might also be distinguished by their high transcript accumulation profiles. For example, in maturing stage, we detect C_4_ NADP-malic enzyme (ME) with a normalized expression value of 1178 and C_3_ NADP-ME with value of 3. 

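On the scale of the paper's normalized values, of which 1 unit was a median of 7.15 FPKM over the genes of Dataset S1 at hand, the C_4_ NADP-ME stood at 1324 in maturing BS cells (mean of 2 libraries, SD 115). The gene me2 (GRMZM2G122479), another NADP-ME gene by its RefSeq name, had 2.68 ± 1.23 FPKM in the same cells (SD, n = 2), and the paper's text does not name its C_3_ gene.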

Among BS- or M-enhanced transcripts, we compared the functional categories of the 100 most highly expressed genes at each stage (Fig. 4A). Note that long transcripts are not over-represented in this analysis because the LM-RNA-seq strategy includes an RNA amplification step that biases reads to the 3’ ends of transcripts. As for the major C_4_ enzymes, cell-type-enriched gene expression is apparent in the SST stage. 

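The 100 DE genes with the highest mean in their cell type were listed at each stage. A gene not called at a stage was off its list however abundant. PPDK was off the mature list of M for this reason, with a mean of 41153 FPKM there (adjusted p = 0.012 from limma). A gene on the list of 1 stage only is therefore not shown to be less abundant at the others. In BS, 35 genes were on the lists of all 3 stages, and in M, 25. Among lists of 50 genes these were 26 and 13, and among lists of 200 genes 55 and 42. With separate fits per stage the lists could not be compared, since no gene was called at SST or mature.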

The majority of highly expressed genes remain in the top-100 class throughout the three stages (Fig. 4A and Supplementary dataset S3). As expected, most are photosynthesis-associated, but protein synthesis and degradation and redox are also represented. Several transporters are highly expressed at all stages, including two aquaporins and two mitochondrial membrane transporters (DiT2 and AAC) all of which are BS-enriched. The C_4_-related DiT1 transporter is M-enhanced and highly expressed in all stages (Taniguchi *et al.*, 2004).

**Fig. 4.**
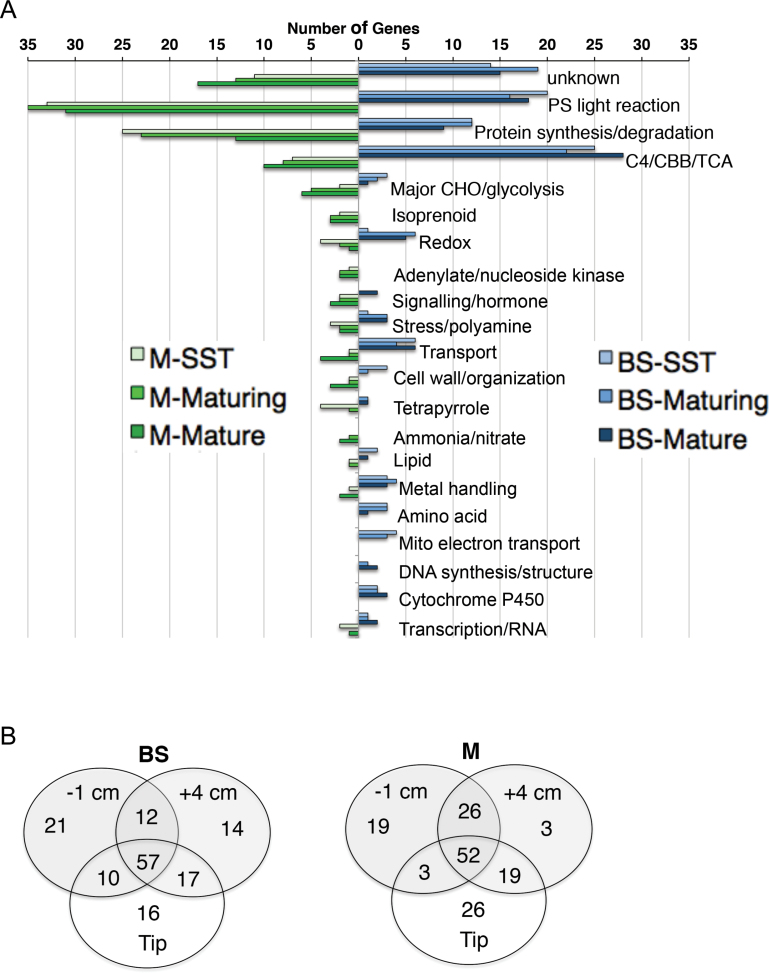
Most highly expressed DE genes present throughout blade. (A) The BS or M DE lists were filtered for the top 100 most highly expressed DE genes in each of the three developmental stages. For each section, genes were placed in Mapman categories and plotted by number of members. The categories with the most members were as expected and remained high throughout in both cell types. (B) Venn diagram of genes in the top-100 DE set for each developmental stage. Many genes were found in top-100 of all three stages. The top-100 set of maturing stage shared the most with those of the other two stages. In this set, only 14% of BS genes and 3% of M genes were maturing stage-unique. In contrast, 19% of M genes in SST and 26% of M genes in the mature stage top-100 sets were stage-unique.

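On the lists of the maturing stage, 36 of the 100 BS genes and 36 of the 100 M genes were not on the list of another stage.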

Several of the highest cell-enriched transcripts are associated with activities proposed to support C_4_ photosynthesis. Transcripts for the subunits of the NAD(P)H dehydrogenase (NDH) complex are notably high in BS cells at all three stages, consistent with the high protein levels previously observed in BS chloroplasts (Darie *et al.*, 2006; Majeran *et al.*, 2008). The corresponding activity is proposed to be important for preventing CO_2_ leakage from the BS when ME decarboxylation is faster than Rubisco carboxylation (Takabayashi *et al.*, 2005). M cells accumulate high levels of transcripts for isoprenoid and tetrapyrrole-pathway activities that produce chlorophyll and other structural components for photosynthesis and respiration. Many of the highly expressed and cell-biased transcripts encoding currently unknown activities or structures may be additional components that support C_4_ capacity.

A subset of BS-M differentially expressed (DE) genes were only among the top-100 most highly expressed for a single stage. 

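In M, 43 of the 100 most abundant DE genes at SST were on the SST list only. The lowest mean on that list was 233 FPKM.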

In M cells, transcripts from 19 DE genes accumulate to very high levels only in the SST stage (Fig. 4B). Three are highly abundant at maturing stage only and 26 at mature stage only. 

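The mature list of M had 60 genes that were on no other list, and its means went down to 118 FPKM.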

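For BS, 51 genes were on the SST list only and 34 on the mature list only. The means of the SST list of BS went down to 87.8 FPKM, and the log2 ratio of the BS to the M mean had a median of 1.93 and a range from 0.83 to 4.43.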

In BS cells, 21, 14, and 16 are at very high levels in SST, maturing, and mature stages only. Although found to be differentially expressed, most of these very highly expressed genes are not absolutely cell-specific. Proteomic data from the mature stage (Friso *et al.*, 2010; Majeran *et al.*, 2010) provides evidence for 69% of the corresponding predicted proteins in BS cells and 47% in M cells, with distribution ratios consistent with the transcript ratios.

Those very highly expressed only at SST stage include BS-enriched genes involved in lipid synthesis, a plastid development protein, and chloroplast chaperonins, and M-enriched genes for four ribosomal proteins, two tetrapyrrole synthesis proteins, and other chloroplast-related proteins, all presumably associated with building chloroplast capacity. In contrast, the M-enriched transcripts that were in the top-100 set only at mature stage are chloroplast-related, but seem to be dedicated to regulation or protection. Among these are transcripts for fibrillin, a plastoglobule protein thought to protect against stress (Singh and McNellis, 2011); peroxiredoxin, an antioxidant enzyme; and pyruvate phosphate dikinase (PPDK) regulatory protein, which controls PPDK activity by phosphorylation (Burnell and Chastain, 2006; Chastain *et al.*, 2008; Friso *et al.*, 2010). BS-enriched transcripts at this stage include genes associated with energy capture (H(+)-ATPase, GPT2 transporter), photorespiration (glycine cleavage H protein) and sulfate transport.

### Stage-enhanced DE transcripts: SST stage includes putative BS secondary wall cellulose synthase; mature stage-enhanced DE genes are enriched in stress-related classes

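DE genes of a stage were counted as expressed in that stage alone when their mean of the deposited values in the enriched cell type was below 0.2 FPKM at the other 2 stages. There were 44 such BS-enriched genes at SST and 80 at maturing, and 41 and 51 M-enriched genes. Their median level at SST was 1.88 FPKM in BS and 1.29 in M.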

The SST and mature stages exhibited notable examples of DE transcripts that are very low or nearly absent at the other two stages; the maturing stage exhibited few such examples (Fig. 5). Gene lists were generated such that the normalized expression value of less than 0.2 in the other two sections was considered non-expressed. For most of these stage-enhanced genes, the level of expression is much less than that for C4 pathway genes (Supplementary dataset S4). The following are highlights for the two stages:

**Fig. 5.**
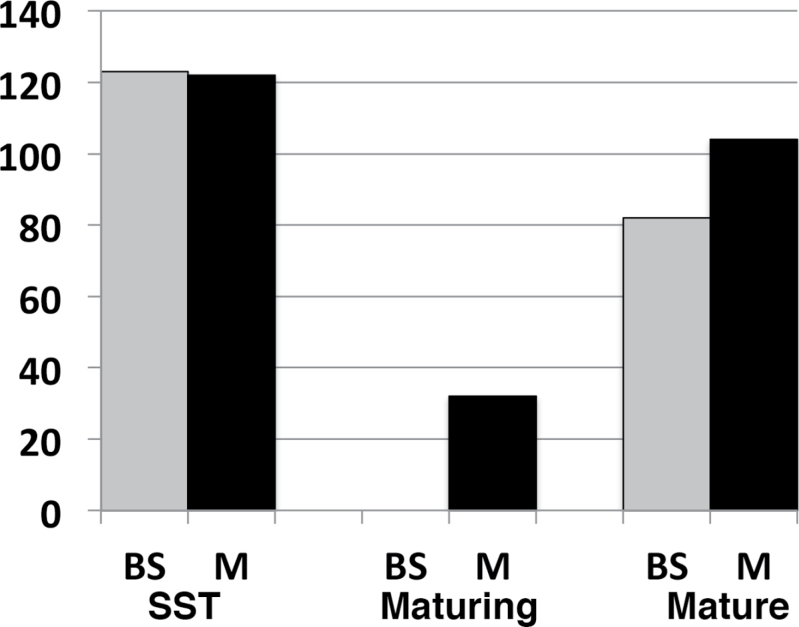
DE genes expressed in only one stage. DE genes that were expressed in only one of the three stages are plotted for each cell type. The number is highest for the SST stage and smallest for maturing stage for both cell types.

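In the deposited values the mature stage held the highest number in both cell types, at each limit tried, and the SST stage the lowest at the limit given. With the limit of 0.2 set on the scale of the paper's normalized values, an alternative chosen after seeing the data, the numbers for SST, maturing and mature were 66, 177 and 202 in BS and 62, 73 and 169 in M.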

#### Sink–source transition stage

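Among the sucrose synthase genes, GRMZM2G060659 was BS-enriched at SST, with 2.91 ± 0.487 FPKM in BS and 0.435 ± 0.115 in M (SD, n = 2) and a log2 BS/M of 2.20 (standard error 0.31, adjusted p = 0.0049). In BS its mean was 0.369 FPKM at maturing and 0.16 at mature. Its difference at SST missed the threshold with a pseudocount of one-hundredth of the upper quartile (2.68) and with the replicate number as a block. GRMZM2G311182 was BS-enriched at maturing, with 3.09 (standard error 0.34, adjusted p = 0.00074), and at mature (2.61, 0.0025). For sus1 (GRMZM2G152908) the log2 BS/M was 1.37 at SST (adjusted p = 0.13 from limma) and -2.74 at mature (0.0087). The difference at mature missed the threshold with the smaller pseudocount, without the trend of the spread and with the replicate number as a block. The sh1 gene (GRMZM2G089713) had at most 15 reads in a library and lay at 1.37 at SST (0.049). For sus2 (GRMZM2G318780) the SST libraries held at most 0.323 FPKM.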

The SST stage-enhanced transcripts include BS-specific sucrose synthase, consistent with the prevailing sink metabolism, and cellulose synthase (CES), perhaps associated with strengthening of BS physical properties. According to corresponding proteomic data from the same source material (Majeran *et al.*, 2010), levels of this sucrose synthase protein decline from (earlier stage) leaf base to SST and subsequent stages. The SST stage uniquely exhibits transcripts from numerous secondary wall synthesis-associated genes. Among seven cell wall-related BS-enhanced genes are two maize *CES* genes closely related to each other and to the *CESA8/IRX1 Arabidopsis* gene, which causes enhanced drought and osmotic stress tolerance when mutant (Turner and Somerville, 1997; Taylor *et al.*, 2003). Secondary cell walls are laid down following cell expansion to enhance mechanical strength (Endler and Persson, 2011). All but one (GRMZM2G039454) of the many maize *CES* homologues in the *CES* POG are most highly expressed in the SST stage (Fig. 6). 

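Of the 13 cellulose synthase genes that the text or Fig. 6 names, 9 were tested, and GRMZM2G055795 and GRMZM2G002523 were listed at 0 in every library. In BS, GRMZM2G027723 (cesa2) had 10.6 ± 0.0475 FPKM at SST and 0.47 ± 0.015 at mature (SD, n = 2), GRMZM2G025231 (cesa7) 20.5 ± 1.2 and 1.26 ± 0.715, and GRMZM2G113137 (cesa6) 8.2 ± 0.0513 and 2.63 ± 0.0828. These were the CES genes that passed the threshold, toward M, at the later stages. Their log2 BS/M at maturing was -2.01, -2.03 and -1.32 (adjusted p = 0.0014, 0.0042 and 0.0017 from limma). The call of cesa7 at mature was lost with the replicate number as a block. At SST none of the family was called, with 4 genes higher in M and 0 in BS at an unadjusted p below 0.05, and cesa6 passed toward M with a pseudocount of 1 (-0.96) and under either other filter on low values. GRMZM2G028353 and GRMZM2G142898 had a log2 BS/M of 0.88 and 0.68 there (adjusted p = 0.29 and 0.3), and their BS means fell from 3.05 and 1.28 FPKM at SST to 0.161 and 0.00889 at maturing. GRMZM2G039454 (cesa3) had 2.27, 2.22 and 2.32 FPKM in M over the stages.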

The most highly expressed (GRMZM2G445905) is not DE, but equal in both cell types. Also consistent with this SST-localized and BS-specific developmental pattern are transcripts for the maize homologue of the secondary wall master regulator NST1 (GRMZM2G171395), three lignin biosynthetic genes and a laccase, suggesting that a burst of BS-specific wall strengthening occurs immediately before blade emergence (Mitsuda *et al.*, 2007; Berthet *et al.*, 2011; Wang and Dixon, 2012). Also sharing this SST-localized, BS-specific pattern are three RALFs (rapid alkalinization factors) generally associated with growth inhibition (Bedinger *et al.*, 2010), and here perhaps terminating cell expansion for BS cells before the source transition.

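GRMZM2G445905 (cesa10) had 54.5 ± 4.88 FPKM in BS and 58.5 ± 2.37 in M at SST (SD, n = 2), and a log2 BS/M of -0.10, -0.14 and 0.18 (adjusted p = 0.96, 0.84 and 0.77). At maturing the sign turned under the other scalings, to 0.02 as deposited and 0.01 with median-of-ratios scaling, and at mature it was -0.20 without the second BS library.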

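The NST1 homologue was listed with 2.91 and 2.35 FPKM in the SST BS libraries and 0 and 0.911 in the SST M libraries, and reached at most 19 reads in a library. Its log2 BS/M at SST was 2.40 (standard error 0.66, adjusted p = 0.058), and at mature it was listed at 0 in all 4 libraries.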

**Fig. 6.**
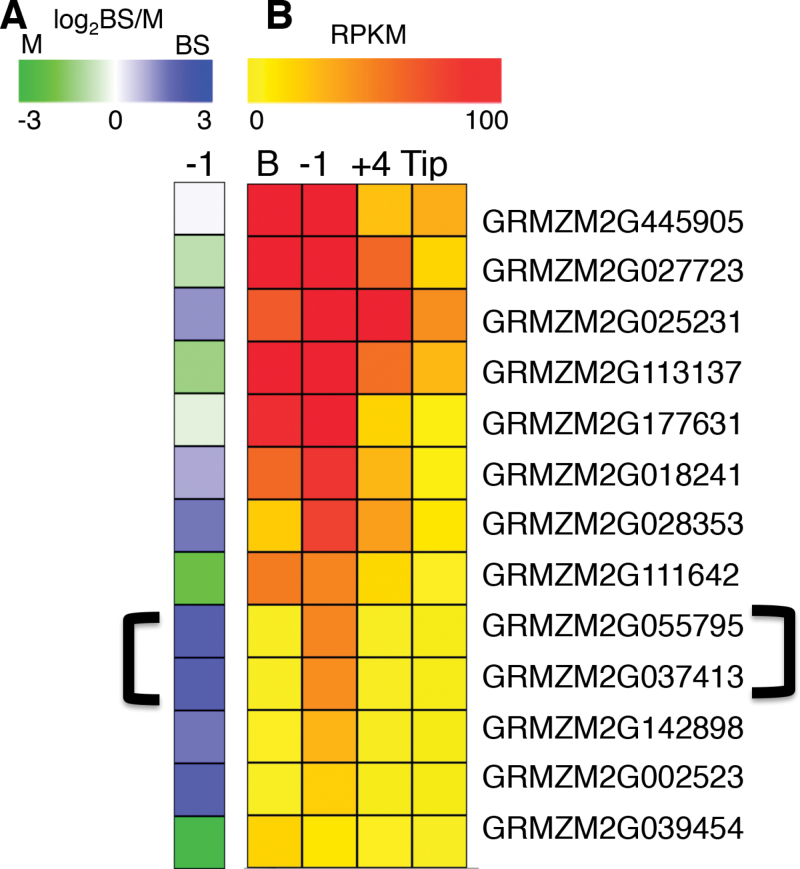
Cellulose synthase genes expressed in BS at SST stage. (A) A heat map representing the log_2_ BS/M ratio for a family of related *CesA* homologues where blue represents BS and green M. Two BS expressed members indicated by a bracket were found only expressed in the SST stage. (B) Heat map from low (yellow) to high (red) represents the whole section RNA-seq data (Li *et al.*, 2010) for the same genes. Note that the two bracketed BS genes are also only present in the SST stage.

Several other sink-related genes are expressed in the SST stage and decline in subsequent stages. These include invertase 2 (*IVR2*, GRMZM2G089836, M-enriched), which is active in sink tissues (Kim *et al.*, 2000), and *ZmABI39* (GRMZM2G172621, BS/M equal) a member of the ABI3-VP1 family that is in the same orthologue group as the *Arabidopsis* gene *HSI2*, a sink tissue repressor of seed maturation genes (Tsukagoshi *et al.*, 2005). 

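IVR2 had 36.1 ± 13 FPKM in M at SST and 7.33 ± 1.68 at maturing (SD, n = 2), with a log2 BS/M of -1.45, -2.05 and -2.40 (adjusted p = 0.18, 0.048 and 0.03), past the threshold at the later stages among RefSeq genes alone. ZmABI39 had 0.859 ± 0.211 FPKM in BS and 1.14 ± 0.0987 in M at SST, a log2 BS/M of -0.34 (standard error 0.33, adjusted p = 0.62), and means of 0.196 FPKM in BS and 0.223 in M at maturing.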

Several amino acid transporters serve sink tissue in *Arabidopsis* (Su *et al.*, 2004; Hammes *et al.*, 2006). 

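The amino acid transporter GRMZM2G404888 had 1.33 and 0.88 FPKM in the SST BS libraries and 0.738 and 0.973 in the SST M libraries, a log2 BS/M of 0.28 (standard error 0.31, adjusted p = 0.67). At maturing the BS libraries held 0.496 and 0.349 FPKM and the M libraries 0 and 0.0355, a difference not past the threshold, but called with a pseudocount of one-hundredth of the upper quartile.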

In maize, one amino acid transporter candidate (GRMZM2G404888, BS-biased at SST) is expressed most highly in the leaf base and SST stages (Li *et al.*, 2010; Supplementary dataset S2).

A sink-tissue-associated calcium-dependent kinase family (CPDK, CPK) is important in stress response (Ludwig *et al.*, 2004). In maize, 40 CPKs are identified (Kong *et al.*, 2013), four of which (*ZmCPK5, 23, 29, 30*) show expression levels highest in the leaf base and decrease in subsequent stages (Li *et al.*, 2010; Sekhon *et al.*, 2011). We observe that *ZmCPK29* and *ZmCPK30* (homeologues) are M-enhanced at SST, *ZmCPK23* is BS-enhanced, and *ZmCPK5* is uniformly expressed (Supplementary dataset S2).

#### Mature stage

The mature stage seems to undergo a decline in photosynthesis-related transcripts and a rise in stress-related transcripts, as has been noted in two previous transcriptome studies (Li *et al.*, 2010; Pick *et al.*, 2011). We observe 104 genes that are mature- and M-enhanced and 82 genes that are mature- and BS-enhanced. 

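By the limit of 0.2 FPKM, 141 genes were M-enriched at mature and expressed at that stage alone, and 143 BS-enriched. Their median level was 1.94 FPKM in M and 2.92 in BS. With a limit of 0.1 FPKM the numbers were 136 and 131, and with 0.5 FPKM 149 and 166.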

The M-enhanced list is rich in maize genes in POGs associated with stress responses in *Arabidopsis*. For example, the maize gene GRMZM2G066870 corresponds to *Arabidopsis* AT3G05880 (RARE-COLD-INDUCIBLE 2A) a gene induced by low temperatures, dehydration, salt stress, and ABA (abscisic acid) (Capel *et al.*, 1997; Nylander *et al.*, 2001). 

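GRMZM2G066870 was listed with 19.3 and 74.8 FPKM in the mature M libraries and with 5.23 and 0 in the mature BS libraries. Its log2 BS/M at mature was -5.02 (standard error 1.44, adjusted p = 0.054), which did not pass the threshold. At SST and maturing no library held more than 0.955 FPKM.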

Of the five transcription factors included in the M-specific group, four have *Arabidopsis* homologues that are induced by stress conditions including H_2_O_2_ (At1g10585), jasmonic acid (JA; AtWRKY50-At5g26170; Gao *et al.*, 2011), salt and other abiotic and biotic stresses (*AtWRKY33-At2g38470*; Birkenbihl *et al.*, 2012; Maekawa *et al.*, 2012), carbon/nitrogen status, and various abiotic stresses (*bHLH92- At5g43650*; Jiang *et al.*, 2009). Also in the M-specific list are a raffinose synthase gene potentially related to stress (Nishizawa *et al.*, 2008) and several ARD genes likely to act in a stress-related methionine salvage pathway, as described below in the Discussion. The BS-specific list includes a smaller number of genes potentially related to stress.

### Differential expression of C_4_-related genes

DE patterns in BS and M cells beginning at an early stage may be a common feature of genes with significant roles in C_4_ metabolism and Kranz anatomy, as shown for the well-characterized C_4_ pathway enzymes. The following are examples in support of this hypothesis. The TFs Golden2 (*G2*, GRMZM2G087804) and Golden Like1 (*GLK1*, GRMZM2G026833) influence BS/M chloroplast specialization, and are cell-enriched (*G2* in BS, *GLK1* in M; Hall *et al.*, 1998; Rossini *et al.*, 2001). Both *ZmG2* and *ZmGLK1* are expressed in the leaf base, but peak at the mature stage (Li *et al.*, 2010). Two transcriptome studies (Li *et al.*, 2010; Chang *et al.*, 2012) confirm the DE patterns for mature stage BS and M cells. We find that these patterns are present at all three developmental stages, as expected for regulators of cell specification (log_2_ BS/M G2: 0.93, 2.36, 1.76; GLK1: –1.8, –1.4, –1.7). 

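G2 had 31.4 ± 7.64, 97 ± 8.97 and 250 ± 13.9 FPKM in BS over the stages (SD, n = 2), and a log2 BS/M of 0.83, 2.28 and 1.88 (adjusted p = 0.052, 0.00041 and 0.0016), past the threshold at the last 2. GLK1 had 70.5 ± 4.47, 125 ± 16.9 and 98.8 ± 25.6 FPKM in M and a log2 BS/M of -1.95, -1.44 and -1.79. With a standard error of 0.37 at SST, its adjusted p was 0.016, 0.033 and 0.016 over the stages, above 0.01 at each. Among RefSeq genes alone GLK1 passed at all 3 stages, and with the filter on reads at SST and mature. In each stage both BS libraries lay above both M libraries for G2 and below them for GLK1. The paper states that such patterns at every stage fit the role of these genes as regulators of cell specification.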

Another example, the mitochondrial transporter A BOUT DE SOUFFLE (BOU) influences photorespiration in *Arabidopsis* (Eisenhut *et al.*, 2013), and the maize homologue is likely to be C_4_-related. 

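ZmBOU had 32.2 ± 1.25, 31.8 ± 0.556 and 56.7 ± 6.03 FPKM in BS and 11.7 ± 1.06, 3.49 ± 0.101 and 7.62 ± 2.45 in M (SD, n = 2). With a log2 BS/M of 1.45, 3.10 and 2.88 (adjusted p = 0.0059, 7.6e-05 and 0.00019 from limma), it was past the threshold at each stage. Its call at SST was lost without the trend of the spread and with the replicate number as a block.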

We find that *ZmBOU* (GRMZM2G024823) is expressed robustly in a highly cell-biased fashion at all three stages, from SST to mature (log_2_ BS/M, 1.6, 3.2, 2.8).

The RBCL RNA S1-Binding domain protein (*RLSB*, GRMZM2G087628), binds the mRNA of the large subunit of Rubisco (*rbcL*) and influences *rbcL* expression (Bowman *et al.*, 2013). Although RLSB protein is detected only in BS chloroplasts, a transcriptome study detected the presence of transcript in M cells (Chang *et al.*, 2012). We find this pattern is developmentally dynamic: the SST stage exhibits a BS-bias (log_2_ BS/M 0.3), maturing stage an M-bias (log_2_ BS/M –1.3), and mature stage a slight M-bias (log_2_ BS/M –0.2). 

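RLSB had 4.75 ± 2.19 FPKM in BS and 12.3 ± 3.12 in M at maturing (SD, n = 2), and a log2 BS/M of 0.13, -1.38 and -0.06 over the stages (adjusted p = 0.97, 0.025 and 1), past the threshold at none except maturing among RefSeq genes alone. The value at SST was -0.14 without the second BS library, and at mature it was 0.01 without the first BS library and 0.06 without the first M library. The change from SST to maturing had an adjusted p of 0.16 and that from maturing to mature one of 0.17 from limma.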

Possibly consistent with this, a transgenic knockdown of the *RLSB* transcript in maize had a large effect early on, but fades as the leaf matures (Bowman *et al.*, 2013).

As a final example of a C_4_-related DE pattern, the maize Scarecrow TF homologue *ZmSCR* was shown recently to be critical for Kranz patterning of BS and M cells (Slewinski *et al.*, 2012). 

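ZmSCR had 32.7 ± 8.37 FPKM in BS and 15.7 ± 1.56 in M at mature (SD, n = 2), and a log2 BS/M of 0.35, 0.62 and 1.02 (adjusted p = 0.48, 0.17 and 0.035 from limma), higher in BS at each stage and past the threshold at none.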

We observe that *ZmSCR* (GRMZM2G131516) is significantly BS-biased at all three developmental stages sampled (log_2_ BS/M 0.4, 0.7, 0.9); it is particularly highly expressed in the leaf base (Li *et al.*, 2010).

The consistently BS/M-biased patterns of expression of these and other C_4_-related genes suggests that further interrogation of our data set based on DE patterns can be used to infer other likely candidates with roles in Kranz anatomy and C_4_ metabolism

### BS/M specificity as a filter for TF candidates with C_4_ roles

Previously, 938 genes annotated as transcription factors (TFs) were identified as expressed at some stage during leaf development (Li *et al.*, 2010). To compare this list with the BS/M DE-identified TFs, the previously generated list was first converted to B73 RefGen_v2 (5b.60) from v1 (4a.53), resulting in 885 possible leaf blade TFs that could be directly compared. The cell-specific transcriptomes in this study are from the same material and stages, with the exception of the leaf base, which is not amenable to LM. We find that 20% of the TF transcripts are BS-biased and 14% are M-biased (Fig 7A and Supplementary dataset S5). Transcripts for eight of nine TFs initiate expression in SST stage with M-enhanced expression and switch to BS-enriched in later stages. A significant number of the TFs detected in cell-specific transcriptomes had not been detected in the whole leaf transcriptomes, suggesting that the cell-specific method is more sensitive to low levels of expression.

**Fig. 7.**
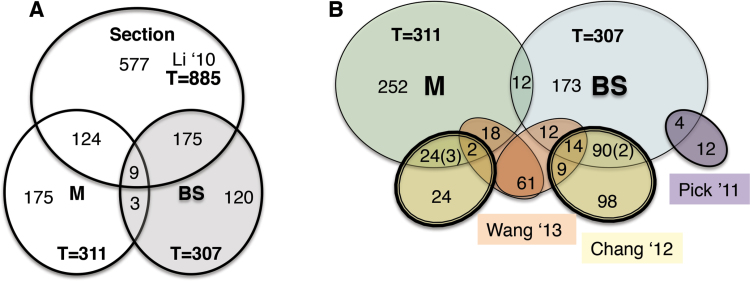
Comparing strategies for transcription factor identification. (A) Comparison of BS and M DE-identified TFs with those previously identified from the whole sectional data, after elimination of any genes not found in B73 RefGen_v2 (Li *et al.*, 2010). More BS transcription factors overlap than M. The overlap between the BS and M represents expression patterns that switched DE cell-bias over the developmental gradient. (B) Comparison of BS and M DE-identified transcription factors with other published C_4_ transcription factor lists. Yellow ovals represent data from Chang *et al.*, 2012; orange ovals represent data from Wang *et al.*, 2013; and purple oval represents data from Pick *et al.*, 2011. In the overlap between the Chang *et al.*, 2012 data and the LM data (this study) the numbers in parenthesis represent expression patterns that changed cell-bias over the developmental gradient and thus were not restricted to the cell type identified by cell separation.

Several other studies used alternative approaches to identify candidate C_4_-related TFs (Pick *et al.*, 2011; Chang *et al.*, 2012; Wang *et al.*, 2013), enabling comparison for consensus (Fig. 7B and Supplementary dataset S5). Note that these studies all used comparable versions of maize genome annotation. One study (Pick *et al.*, 2011) obtained stage-specific but non-cell-specific transcriptomes from the maize leaf developmental gradient and identified candidate TFs with the same developmental dynamic as one of three key C_4_ pathway enzymes. That study identified TFs based on co-expression with the NADP-malic enzyme; we find four are BS-enhanced, although none of the other alternative methods identified them as C_4_-related candidates (Fig. 7B).

Another cell-specific transcriptome study (Chang *et al.*, 2012), employing mechanical isolation of BS and M cells from more mature leaves of maize cultivar White Crystal, identified cell-specific TFs using a rigorous criterion for specificity (Ri>.99). 40% were also detected in our DE lists, which accept a greater window of differential expression in BS and M cells. Our analysis identified comparable numbers of BS and M-specific candidate TFs, whereas the study of Chang *et al.* (2012) identified many fewer M-specific candidates. 

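In the deposited values GRMZM2G336533 was listed at 0 in all 12 libraries, so no BS/M ratio could be formed for it.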

For five (2%) of the genes, we detected significant transcript in the opposite cell type with a changing developmental dynamic (i.e. our study-GRMZM2G336533: log_2_ BS/M SST=0.8, maturing=0.9, mature=–1.1; Chang *et al.* 2012 study; M cell-specific).

A third study (Wang *et al.*, 2013) employed the comparison of transcriptomes of leaf primordia and husk leaves to identify genes active at early times establishing the C_4_ Kranz features, which are diminished or lacking in husk leaves. Although comparing different stages and materials, the results of this study overlapped with our results to a remarkable extent. Our DE data identified 46 TFs of the 116 C_4_-related candidates found by this method (40%; 26 BS-specific, 20 M-specific). Of the remaining 70, we measure non-cell-specific expression of 58 (83%) in the leaf blade and leaf-base expression of an additional 8 (Li *et al.*, 2010). We find that most of the 46 cell-specific TFs are expressed at a high level at the SST stage, suggesting that they may be dedicated to late C_4_-related development, such as refinement of BS-M cell differentiation and barriers.

The subset of TFs that were identified by all three strategies was detected with the same cell-specificity by both mechanical cell isolation and microdissection. 14 BS-specific and two M-specific TFs were identified in three studies and 178 were identified in at least two studies. The consensus of these studies provides support for a considerable number of candidate TFs that might be profitably investigated further for specific roles in C_4_ development and function.

## Discussion

### Cell-specific transcriptomes from successive developmental stages provide novel tools

We show that cell-specific transcriptomes from BS and M cells at successive developmental stages can augment the insights into C_4_-related processes that can be gained from BS/M studies of a single mature stage or from multiple stages of whole leaves. First, our studies resolve the early BS- and M-specificity of transcripts for C_4_-related processes, before the sink–source transition and before significant illumination. The early expression of C_4_-related genes was observed previously in whole leaves (Li *et al.*, 2010; Pick *et al.*, 2011); our data show that cell-specificity is in place from these earliest stages. Second, these transcriptomes enable the assignment of roles to C_4_-related gene family members primarily expressed at an early developmental stage, the matching of candidate interaction partners that are active early, and the identification of C_4_-related transcription factors, all of which may be absent or difficult to detect in later mature stages. Third, the availability of multiple stages from the same leaves enables the profiling of dynamic cell-specificity for individual genes, some of which are present or cell-specific only in a single stage. Finally, the transcriptome stages reveal a succession of cell-specific activities and roles not previously viewed by other studies, as described below.

### Evidence of stress-related transcription in Kranz cell in mature (tip) stage

We observed several stress-related genes among the highest expressed genes in mature stage BS and M cells. Mature M cells accumulate transcripts from four acireductone dioxygenases (ARD), which have been associated with methionine salvage in *Arabidopsis*. In the ARD-dependent Yang Cycle (Yang and Hoffman, 1984), *S*-adenosyl methionine (SAM) is converted to 5-methyl-thioadenosine (MTA). There are four *ARD* genes in *Arabidopsis*, three of which (*AtARD1, 2, 3*) are expressed in phloem cells along with other identified genes in the cycle (Pommerrenig *et al.*, 2011). *AtARD4* is expressed in the phloem and BS cells.

In maize, our transcriptome data suggest that the entire methionine cycle may function in cooperating BS and M cells; data is lacking for phloem. 

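Among the 5 genes annotated as ARD4 in the copy of Dataset S1, GRMZM2G433446 alone was tested, with 5.13 and 9.77 FPKM in the mature M libraries, 1.05 and 4.61 in the mature BS libraries and at most 10 reads in a library. Its log2 BS/M at mature was -1.54 (standard error 1.00, adjusted p = 0.38) and did not pass the threshold. The other four held at most 0.108 FPKM in any library (GRMZM2G373040).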

We observe M-enhanced expression in mature stage of four *ZmARD* genes, all homologous to *AtARD4*. 

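GRMZM2G165998 had 68.1 ± 10, 166 ± 4.91 and 263 ± 77.2 FPKM in BS over the stages (SD, n = 2) and a log2 BS/M of 1.62, 2.11 and 1.42 (adjusted p = 0.0048, 0.00062 and 0.0056), past the threshold at each, though at SST and mature not without the trend of the spread.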

For the single maize gene (GRMZM2G165998) homologous to *AtARD1, 2* and *3*, we observe strong BS-enhanced expression at all stages, consistent with detection of the protein in BS cells (Sun *et al.*, 2009). For methionine salvage steps from MTA to SAM, the homologous maize genes are either BS-enhanced or equal in both cell types. However, the two relevant activities for MTA steps in maize—an *S*-adenosylmethionine decarboxylase (GRMZM2G154397) and an arginine decarboxylase (GRMZM2G374302)—seem to be M-enhanced. Both steps generate CO_2_ and lead to putrescine, which is associated with stress tolerance and regulation of photosynthesis (Kusano *et al.*, 2008; Ioannidis *et al.*, 2012). 

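The S-adenosylmethionine decarboxylase gene had a log2 BS/M of -1.04, -0.08 and -0.97 (adjusted p = 0.021, 0.95 and 0.021), and its sign at maturing turned to 0.08 in the values as deposited, to 0.18 without the first BS library and to 0.14 without the first M library. The arginine decarboxylase gene lay at -1.46, 0.27 and -2.15 (adjusted p = 0.19, 0.91 and 0.05), and neither gene passed the threshold, except among RefSeq genes alone at mature and, for the former, at SST. In the mature M libraries it held 259 and 137 FPKM and in the mature BS libraries 91.2 and 19.5.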

Polyamines also protect against oxidative damage (Rhee *et al.*, 2007).

Transcripts for several additional stress-related activities are notably cell-specific and abundant at the mature tip. Among these are those for trehalose metabolism (BS-specific and M-specific members), hexokinase signalling (BS-specific), AKIN10 homologues (M-specific at SST, BS-specific at maturing/mature; Fragoso *et al.*, 2009), and a variety of genes related to reactive oxygen species.

The presence of stress-related transcripts is unlikely to be an artefact of experimental conditions that cause leaf tips to dehydrate or senesce prematurely, as they are observed in many independent studies, with plants grown under varying conditions (Li *et al.*, 2010; Pick *et al.*, 2011; Chang *et al.*, 2012). Instead, the encoded activities are likely to belong to a battery of developmental mechanisms that address the potentially damaging by-products of peak photosynthetic and assimilatory activities.

### Use of homeologous genes in maize for C_4_-related processes

The filtered lists contain many pairs of homologous genes. These genes may be homeologues (syn: ohnologues, syntenic paralogues) resulting from an ancient whole genome duplication in the maize lineage (Schnable *et al.*, 2009). The maize whole genome duplication has been dated to 5–12 million years ago (Swigonova *et al.*, 2004) and is shared by the sister genus *Tripsacum*, but not by the core *Andropogoneae* (Bomblies and Doebley, 2005), placing the whole genome duplication shortly after the origin of C_4_ photosynthesis (Aliscioni *et al.*, 2012). Previous work in the crucifers has demonstrated that retention of whole genome duplicates may act as a way for plants to increase flux through whole metabolic pathways (Bekaert *et al.*, 2011), a trait likely under high levels of selection following the transition to a new photosynthetic method. A second model predicts that gene pairs descended from an ancestral gene expressed in both the M and BS might subfunctionalize (Force *et al.*, 1999) with one gene copy specializing in M expression/function and the other in BS expression/function.

In the case of the *TIM* family, the model of increasing metabolic capacity is more consistent with our observations than the subfunctionalization model. The *TIM* family contains two pairs of homeologous genes (four total genes). Each gene pair shares a conserved pattern of expression, with one pair of genes expressed preferentially in the M and the other expressed preferentially in the BS. Another example is the two sets of transcription factors identified in three studies (this study; Chang *et al.*, 2012; Wang *et al.*, 2013). Only one pair (Dof-like) are homeologues and they have very similar expression in this dataset. About a quarter of the closely examined genes (100) that were found in various filtered DE lists were homeologues and were expressed in a similar pattern. This observation suggests that homeologue retention may be an active mechanism to increase protein levels of some activities for C_4_ cycle efficiency and should be investigated more thoroughly.

### Comparison of transcriptome data from alternative isolation methods for BS and M cells

Studies of BS and M cells from maize and other C_4_ species have employed a variety of methods to distinguish the contributions of the two cell types, sometimes with varying results, as described in the Results. The LM method we employed has the advantage that M and BS cells can be isolated from the same preparation, using the same technique. As has been suggested, some level of cross-contamination of adjacent cell types is probably unavoidable, influencing the absolute value of BS-M differences, but not the detection of significant differences. In this study, we evaluated the entire class of differentially expressed genes, from ratios of expression near 1 to absolutely cell-specific, with >85% with a ratio greater than 2. For individual genes, we find mostly good correlation with the BS-M distribution ratios found in proteomic studies of the same source material (Friso *et al.*, 2010; Majeran *et al.*, 2010), with the caveat that the abundance of a significant number of proteins differs from their relative transcript abundance. Our transcriptome data for BS cells is generally consistent with mature stage BS transcriptome data produced in a recent study employing mechanical cell separation (Chang *et al.*, 2012). However, our data for M cells was less consistent with the M cell transcriptome data from that study, which employed a protoplasting method to isolate M cells. Despite the somewhat different values produced by the alternative methods, genes and patterns identified independently by multiple methods are likely to be the strongest candidates for involvement in C_4_-related and other cell-specific pathways.

## Supplementary data

Supplementary data are available on *JXB* online.

Dataset S1. All BS and M DE genes.

Dataset S2. DE genes for C_4_ and other genes mentioned in text.

Dataset S3. The top 100 most highly expressed DE genes in each section.

Dataset S4. DE genes expressed in only one section.

Dataset S5. Transcription factor identification comparison.

Figure S1. Heat maps of log_2_BS/M for metabolic pathways related to C_4_.

Supplementary Data

## Abbreviations:

BS: bundle sheath
DE: differentially expressed
LM: laser microdissection
M: mesophyll
PPDP: plant proteome database (http://ppdb.tc.cornell.edu/)
SST: sink–source transition.

# Supplementary material for: Developmental dynamics of Kranz cell transcriptional specificity in maize leaf reveals early onset of C4-related processes
**Source:** J Exp Bot. 2014 Apr 30;65(13):3543–55. doi: 10.1093/jxb/eru152
**Supplement:** Supplementary Data

Developmental dynamics of Kranz cell transcriptional specificity in maize leaf reveals early onset of C4-related processes — Developmental dynamics of Kranz cell transcriptional specificity in maize leaf reveals early onset of C4-related processes — Supplementary Data 

# Developmental dynamics of Kranz cell transcriptional specificity in maize leaf reveals early onset of C4-related processes

## Supplementary Data

Data files

**Files in this Data Supplement:**

- Supplementary Data - Supplementary Data
- Supplementary Data - Supplementary Data

How the deposited data were processed for this re-analysis (not part of the article)

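Transcripts were measured by RNA-seq in bundle sheath (BS) and mesophyll (M) cells captured by laser microdissection from maize leaves at 3 stages, with 2 libraries for each of the 6 groups of stage and cell type, 12 in all. The stages were sink-source transition (SST), maturing and mature, at -1, 4 and 9 cm by the paper, and the libraries were labelled with leaf sections 4, 9 and 14, which were assigned in the same order. In genes of the copy of Dataset S1 the means of each of the 6 groups correlated best with the paper's values for the same group, at 0.826 to 0.879, against at most 0.751 with another group. The labels name the inbred Mo17, while the gene models are those of B73, and the effect of differences between the inbreds was not tested.

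The FPKM values, counts of fragments normalized to transcript length and to the fragments mapped in the library, were computed by the authors for each gene and library and used as deposited. Before that the authors had amplified the captured RNA by one round, made and sequenced Illumina libraries and, by the paper, analysed the sequences as in an earlier study by Li et al.. Neither the paper's text nor the values name the program for FPKM, and no scaling between libraries is described for these values. They cover the whole set of gene models, of which 47572 were above 0 in at least 1 library, and not the filtered set that the paper counts. The FPKM of a library summed to between 1009183 and 1551571.

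No read counts were used. The relative depth was estimated from the steps that whole reads leave in the values of genes with few reads. A step was fitted for 87.6% of the genes above 0. The reads of a gene were taken from its step and are estimates. Some steps were too small, so that a gene was given too many reads. Where 1 SST library alone was above 0, its value was taken as 1 read. Relative to the first SST BS library, the depth of the first and second library was 1.00 and 0.932 in SST BS, 0.645 and 0.705 in SST M, 2.31 and 2.36 in maturing BS, 2.31 and 2.32 in maturing M, 0.874 and 1.03 in mature BS and 1.21 and 0.959 in mature M. Within a group the log2 values of the libraries correlated at 0.898 to 0.934, and the median absolute difference of a gene between them was 0.20 to 0.31 on the log2 scale.

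Each library was scaled to a common upper quartile of 2.5575 FPKM over the genes above 0 in any library, and log2 values were taken after a pseudocount of 0.2557, the quartile divided by 10, had been added, so that fitted fold changes of genes near the pseudocount are drawn toward 0. Genes with a group mean of at least that pseudocount in at least 1 group were tested, 32548 in all. limma 3.58.1 (lmFit, contrasts.fit and eBayes with a trend of the spread with abundance, 6 residual and 2.12 prior degrees of freedom) fitted the 6 group means in R 4.3.3. BS was compared with M at each stage, successive stages within each cell type, and the BS/M difference between successive stages. The p-values were adjusted by the method of Benjamini and Hochberg within each comparison, and genes with an adjusted p below 0.01 were called. Values printed as mean ± SD are FPKM after scaling, and log2 BS/M is the fitted value. A value of 0 is given as listed at 0, and no fold change is given against a group at 0.

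The top-100 lists rank the called genes of a stage on the mean of the enriched cell type. A called gene counted as expressed in 1 stage alone when its mean in that cell type was below 0.2 FPKM at the others. The ceiling is the 95th percentile of log2 BS/M, or log2 M/BS, over the 200 genes with the highest mean in the cell type. Abundant genes are otherwise those above 20 FPKM with more than 100 reads in each library of the cell type. Moderately abundant genes had a mean over all libraries above the common upper quartile. The median log2 BS/M under each scaling was taken over these. Libraries were thinned by drawing the estimated reads at random to the depth of the shallowest, 10 times with fixed seeds. A gene given too many reads lost little by thinning. Mixing added a share of the BS values to the maturing M libraries. Tables were made with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1, and figures with matplotlib 3.10.9. The fit was tested on simulated data with 200 genes changed in the maturing BS libraries. Of these, 195 were fitted in the right direction and 22 were called, with 1 call among the 32348 unchanged genes. So few changed genes make the adjustment stricter than in the data, so the 22 do not measure what was missed there.

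The genes named are those that the paper's text, Fig. 3 or Fig. 6 gives by identifier, the genes that the copy of Dataset S1 annotates to families discussed in the text, the carbonic anhydrase gene of Dataset S2, and the enzymes and regulators whose name a table at hand pairs with an identifier. To these were added at each stage the 2 BS-enriched and the 2 M-enriched genes with the largest fitted change among those called with both libraries of one cell type above both of the other. RefSeq symbols were taken from a table of locus tags.

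The alternatives tried were the values as deposited and median-of-ratios scaling, pseudocounts of 1 and of 0.02557, no filter and a stricter filter on low values, a fit for each stage, the replicate number as a block, no trend of the spread, an adjusted p below 0.05, the ratio of group means, other list lengths, percentiles and limits, and leaving out each library in turn, for which only values are given. Robust eBayes, genes named in RefSeq alone (14512 tested), genes with at least 5 reads on average in at least 1 group (23113 tested) and a limit on the scale of the paper's values were added after seeing the data.

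Of Dataset S1 a copy with 1465 of its 7994 genes was used for single values, the check of the labels and the scale of the paper's values, with no test of overlap. Functional categories, the other lists of transcription factors, the proteome and the reads between genes that the paper used for a background were not analysed here, and no claim on them has a passage. Genes whose name could not be paired with an identifier were left out.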

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

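The test on genes with many reads, the number of genes called after thinning, the values as deposited without the most abundant genes, the mixing at the share that the abundant BS genes allow and the tests on the genes that changed toward BS were chosen only after the result was seen, and the other tests before.

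The paper sets BS against M within each stage and does not test whether the BS/M difference itself changes from one stage to the next. In the limma fit that difference changed from SST to maturing toward BS for 56 genes and toward M for 44, and from maturing to mature toward BS for 116 and toward M for 188, at an adjusted p below 0.01. Of the 32548 genes tested, 5094 and 6027 changed at an unadjusted p below 0.05. Of the genes that changed from SST to maturing, 58 of 100 were still called after 4.42% of the BS values had been mixed into the maturing M libraries, the largest share that the 10th highest BS/M ratio of abundant genes at SST allows, and 46 after mixing up to the BS/M ceiling of SST, at a share of 10.25%. These totals decide nothing, because BS values in the M libraries hardly take away a change toward M. Of the 56 genes that changed toward BS, 20 were still called at the smaller share and 11 at the larger, against 38 and 35 of the 44 that changed toward M. Of the 14 genes with at least 50 reads in every SST and maturing library, 7 were still called at the smaller share, of which 4 were among the 10 that changed toward BS. These values go with more BS RNA in the M captures at SST, which therefore remains open for the changes toward BS, and M RNA in the BS captures was not mixed and remains open for the changes toward M. After all libraries had been thinned to the depth of the shallowest, a median of 10 of these 14 genes were still called. The number was between 5 and 13 over the draws. Over 10 draws of thinned libraries between 48 and 123 genes were called for a change from SST to maturing, with a median of 93.5 against 100 with all reads. With the reads as estimated, the values after thinning go against depth as the source of the number of genes. For the single calls of genes with many reads they do so in most draws, but not in the lowest. Genes given too many reads were hardly thinned, so depth is not excluded for either. Which genes were called depended on the reads drawn, however, since thinning left at most 41 of the 100 genes in any draw. Thinning and mixing to the ceiling of SST together left at most 18. The genes whose difference changed from maturing to mature were not followed in this way. For single genes with fewer reads the deeper sequencing of the maturing libraries therefore remains open, as the loss of reads by thinning removes calls as well, and so does a change of cell-specific expression along the leaf, which was not tested apart from these explanations.

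Among the genes named in the passages, the change passed the threshold for gln3 (GRMZM2G046601, -5.24 from maturing to mature), PIP1-5 (GRMZM2G081843, 3.07 from SST to maturing), PIP2-1 (GRMZM2G014914, 1.90 from SST to maturing and -1.93 from maturing to mature) and AUX18 (GRMZM2G104176, -3.11 from maturing to mature), all on the log2 scale. Leaving out any 1 library did not turn the sign of the BS/M difference of gln3, PIP1-5 or PIP2-1 at any stage, and for AUX18 it did so at mature, where the difference of -0.04 became 0.01 without the first M library and 0.07 without the first BS library. A larger share of BS RNA in the SST M captures would lower the BS/M difference at SST but does not by itself turn it toward M, as PIP1-5 did. Reads of near-identical PIP copies divided between genes were not tested, and whether these genes kept the change after thinning or mixing was not followed gene by gene. The stage of the leaf remains an open explanation.

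A gene that the paper does not name, GRMZM2G309058, took between 7.451% and 19.04% of all FPKM in each library. It was lower in BS than in M on average at each stage, with a log2 BS/M of -0.28, -0.67 and -0.51 at SST, maturing and mature (adjusted p = 0.69, 0.23 and 0.36 from limma). With the 10 most abundant genes left out before scaling, no count of cell-enriched genes changed by a ratio of more than 1.01, which decides nothing, because so few genes cannot move the upper quartile. In the values as deposited, which have no such scaling, taking these genes out and bringing each library back to its FPKM total changed the counts by a ratio of up to 1.25, for the BS-enriched genes at mature, from 1175 to 939, so these genes had an effect on the counts there, below the ratio of 1.5 set for this test. Where its reads come from was not tested, and no biological explanation was tested.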

How the results depend on the processing

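The scalings, pseudocounts, filters, spreads, thresholds, list lengths and limits were set before the data were examined, except robust eBayes, the limits to genes named in RefSeq or with at least 5 reads, and the limit of 0.2 on the scale of the paper, which were chosen after seeing the data. In each case 1 choice was changed and the others were kept. With median-of-ratios scaling, either other pseudocount, no filter on low values, the stricter filter or robust eBayes, each count of DE genes stayed within 1.5 times its value, and 211, 211 and 215 of the 217 stage values of named genes kept their direction and side of the threshold with that scaling, the smaller and the larger pseudocount.

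With a fit for each stage alone, which estimates a spread for each stage, no gene was called at SST or mature, where 6462 and 5704 genes had an unadjusted p below 0.05. The counts for SST, maturing and mature were then 0, 198 and 0 in BS and 0, 169 and 0 in M, or 0, 367 and 0 for either cell type, and over all stages 198, 169 and 367. At maturing 155 of the 367 genes were also among those called with the shared spread, and 65.9% of the DE genes were at least 2-fold different. Of the named genes, 0, 6 and 0 were BS-enriched and 0, 2 and 0 M-enriched, against 19, 33 and 29 and 10, 17 and 15. Genes expressed in 1 stage alone numbered 0, 49 and 0 in BS, and 0 at SST and 0 at mature in M. Each such fit has 2 residual degrees of freedom and a spread of its own, which were not tested apart, and the top lists of the stages could not be compared.

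At an adjusted p below 0.05 the counts were 1644, 2544 and 2511 in BS, 1742, 2691 and 2215 in M and 3386, 5235 and 4726 in either, and over all stages 4466, 4758 and 9009. Without the trend of the spread, 289 genes were M-enriched at SST and 757 at maturing. The tests with fewer genes raised the number of M-enriched genes at SST to 822 among genes named in RefSeq, where 1556 genes were enriched in either cell type, and to 708 among genes with at least 5 reads.

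The replicate numbers did not pair the libraries, with correlations from -0.04 to 0.02 between the replicate differences of any 2 groups. With the number as a block, 298 genes were M-enriched at SST and 394 at mature, 96.6% of the DE genes were at least 2-fold different, and the BS/M difference changed toward BS and M for 25 and 27 genes from SST to maturing and for 58 and 106 from maturing to mature. The cause was not tested.

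In the values as deposited, 969 genes rose in M from SST to maturing, against 1457, and the BS/M difference changed toward BS for 87 genes. At maturing 67.5% of the DE genes were BS-enriched in these values and 67.3% with median-of-ratios scaling, against 57.5% after upper quartile scaling. Under upper quartile scaling the median log2 BS/M of moderately abundant genes at that stage was -0.15 instead of 0.00. The differences of GRMZM2G382914, GRMZM2G445905 and GRMZM2G154397 at maturing reversed, from -0.08, -0.14 and -0.08 to 0.09, 0.02 and 0.08 as deposited and 0.08, 0.01 and 0.08 with median-of-ratios scaling, and none of them was past the threshold.

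With the limit of 0.2 on the scale of the paper, 177 BS-enriched genes at maturing and 62 M-enriched genes at SST were expressed in that stage alone, as a higher limit counts more genes as not expressed.

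The BS/M ceiling at SST was 2.51 over 500 genes and 2.97 in the values as deposited, and over 100 genes it was 5.22 at maturing. The M/BS ceiling at maturing was 1.74 over 100 genes and 1.86 in the values as deposited. At the 99th percentile the ceilings were 3.28, 6.51 and 4.13 for BS/M and 2.45, 2.42 and 4.78 for M/BS. Over the fits that each left out 1 library of the stage they went from 2.92 to 2.97, 4.89 to 5.22 and 3.28 to 3.80 for BS/M and from 2.10 to 2.29, 1.98 to 2.18 and 1.57 to 2.60 for M/BS, where 2.60 was the value without the first mature M library. The cause was not tested.

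Among the 217 stage values of named genes, 92 lost their call with a fit per stage and 13 with the block, which added 2: AlaAT (GRMZM5G840582, mature) and PIP2-5 (GRMZM2G178693, maturing). As deposited 1 lost and 3 gained a call, with median-of-ratios scaling 1 and 2, and with the smaller pseudocount 4 and 2. Without the trend 15 calls were lost, with no filter on low values 3 were lost and 1 gained, and with the stricter filter 5 were gained. The larger pseudocount gained 2, robust eBayes 3, genes with at least 5 reads 11 and genes named in RefSeq 25. As the log2 ratio of group means, 31 of 217 values moved by more than the spread between replicates.

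No log2 BS/M was taken where a cell type was listed at 0 in both libraries of a stage, or in the library left, as for 8 stage values and 20 of the values without 1 library. Leaving out 1 library turned the sign of 20 of the 217 stage values, none of which was past the threshold. At SST the log2 BS/M became 0.20 (from -0.08) without the second M library for GRMZM2G002807, -0.07 (from 0.86) without the second M library for GRMZM2G146206, -0.01 (from 0.35) without the second M library for GRMZM2G066290, 0.20 (from -0.10) without the second BS library for GRMZM2G153233, 0.25 (from -0.44) without the second BS library for GRMZM2G066870 and -0.14 (from 0.13) without the second BS library for GRMZM2G087628. At maturing the log2 BS/M became 0.51 (from -0.10) without the second M library for GRMZM2G305211, -0.28 (from 0.06) without the second BS library for GRMZM2G094712, -0.32 (from 0.12) without the second BS library for GRMZM2G122479, 0.22 (from -0.12) without the second BS library for GRMZM2G172621, 0.23 (from -0.78) without the first BS library for GRMZM2G433446 and 0.18 (from -0.08) without the first BS library for GRMZM2G154397. At mature the log2 BS/M became 0.10 (from -0.19) without the second M library for GRMZM2G144730, 0.50 (from -0.18) without the first M library for GRMZM2G124963, -0.09 (from 0.18) without the second M library for GRMZM2G153233, 0.07 (from -0.04) without the first BS library for GRMZM2G104176, -0.08 (from 0.03) without the second M library for GRMZM2G089713, -0.20 (from 0.18) without the second BS library for GRMZM2G445905, -0.01 (from 0.04) without the first M library for GRMZM2G404888 and 0.06 (from -0.06) without the first M library for GRMZM2G087628.

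Some calls rested on few reads: 84, 117 and 149 of the DE genes at SST, maturing and mature had fewer than 5 reads on average in every group. In simulated libraries with 200 changed genes, 22 were called, all among the 100 genes changed 4-fold, with 1 call among the unchanged genes. A gene not called is therefore not shown to be unchanged. With so few changed genes the adjustment is stricter than in the data, where 2729 genes were called at maturing. The 22 of 200 therefore do not measure how many changes were missed in the data.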

Differences from the paper's values

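The limma fit on FPKM called fewer DE genes than the paper gives, and of the alternatives set before the data were examined an adjusted p below 0.05 closed the gap for the counts over all stages and for those at SST and maturing, and no other did. It called 4034 genes enriched in either cell type at any stage against the paper's 7994 (9009 with the wider threshold), 2274 BS-enriched genes at any stage against the paper's 4043 (4466 with the wider threshold) and 1794 M-enriched genes at any stage against the paper's 4154 (4758 with the wider threshold). By stage it called 535 BS-enriched genes at SST against the paper's 2120 (1644 with the wider threshold), 1570 BS-enriched genes at maturing against the paper's 3022 (2544 with the wider threshold), 468 M-enriched genes at SST against the paper's 1703 (1742 with the wider threshold) and 1159 M-enriched genes at maturing against the paper's 3186 (2691 with the wider threshold). At mature it called 673 M-enriched genes against the paper's 1287, and none of the alternatives set before the data were examined closed the gap, while 1003 genes with the filter on reads and 892 among genes named in RefSeq fell within it, both chosen after seeing the values. At that stage the wider threshold gave 2215 M-enriched genes, above the paper's 1287, and it opened a gap for the BS-enriched genes, with 2511 against the paper's 1406, where 1190 were called at an adjusted p below 0.01. The filter on reads, so chosen, also brought the BS-enriched genes at any stage within it, at 2730.

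The lists hold called genes only, and fewer genes were called here than in the paper. A gene abundant at all stages is off a list where its call is missed, as PPDK was at mature. Of the 100 most highly expressed DE genes of a stage, more were on the list of 1 stage only than the paper gives. In BS these were 51% at SST against the paper's 21%, 36% at maturing against the paper's 14% and 34% at mature against the paper's 16%, and in M 43% at SST against the paper's 19%, 36% at maturing against the paper's 3% and 60% at mature against the paper's 26%, and none of the alternatives set before the data were examined closed the gap. On the lists of all 3 stages were 35% in BS and 25% in M, where the paper shows about 57% and about 52% in Fig. 4, read by eye. For BS lists of 50 genes closed the gap, at 52%, and the other alternatives set before the data were examined did not, and for M none did.

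Expressed in the mature stage alone were 143 BS-enriched genes against the paper's 82, and none of the alternatives set before the data were examined closed the gap. At SST the numbers were 44 in BS and 41 in M, where Fig. 5, read by eye, shows about 120 and about 120, and at maturing 80 in BS, where it shows about 0, with no such alternative closing the gap. For M at maturing the number was 51 and Fig. 5, read by eye, shows about 32, a gap that the limit set in both cell types (47) and a fit for each stage (36) closed and the other alternatives set before the data were examined did not.

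Cell-enriched aquaporin genes numbered 9 in BS against the paper's 16, and 2 in M against the paper's 4. Only the aquaporin genes that RefSeq names were counted here. The paper's list may hold others, so the gap need not lie in the test. A pseudocount of 1 closed the gap in BS, at 11, and no other alternative set before the data were examined did, and none did in M.

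The log2 BS/M of 107 stage values of named genes was compared with the paper's text and the copy of Dataset S1, on the same scale, and 40 differed by more than the spread between replicates, 2 of them in sign. The median difference was 0.15. The spread between replicates of a value rests on 2 libraries per cell type. It was 0.02 for GRMZM2G113137 at SST and 1.69 for GRMZM2G374302 at mature, so small differences can count and large ones not. NADP-ME (GRMZM2G085019) at SST counts, with 2.94 against the paper's 3.1, though the standard error of its fit was 0.25. As the log2 ratio of group means, 33 of 107 differed, and over the other alternatives set before the data were examined between 35 and 51 of 107.

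For the values in this paragraph none of the alternatives set before the data were examined closed the gap. GRMZM2G085019 had a log2 BS/M of 2.94 at SST against the paper's 3.1. GRMZM2G026833 had a log2 M/BS of 1.95 at SST against the paper's 1.8. GRMZM2G002807 had a log2 BS/M of -0.08, -0.96 and -0.48 at SST, maturing and mature against the paper's -0.67, -1.38 and -1.27. GRMZM2G305211 had a log2 BS/M of -0.10 at maturing against the paper's 2.06. GRMZM2G004534 had a log2 BS/M of 0.62 at mature against the paper's 0.50. GRMZM2G066290 had a log2 BS/M of 2.91 at maturing against the paper's 3.30. GRMZM2G001696 had a log2 BS/M of 2.98 at SST against the paper's 3.14. GRMZM2G088064 had a log2 BS/M of -2.28 and -1.41 at SST and maturing against the paper's -3.32 and -2.20. GRMZM2G124963 had a log2 BS/M of 0.33 at maturing against the paper's 2.25. GRMZM2G120563 had a log2 BS/M of 1.87 at SST against the paper's 2.03. GRMZM2G318780 had a log2 BS/M of 0.75 and -2.01 at maturing and mature against the paper's 4.84 and 2.33. GRMZM2G060659 had a log2 BS/M of 0.52 at maturing against the paper's 1.15. GRMZM2G025231 had a log2 BS/M of 0.61 at SST against the paper's 0.78. GRMZM2G113137 had a log2 BS/M of -1.02 at SST against the paper's -0.88. GRMZM2G028353 had a log2 BS/M of -0.48 at mature against the paper's -2.50. GRMZM2G433446 had a log2 BS/M of -1.54 at mature against the paper's -3.35. GRMZM2G374302 had a log2 BS/M of 0.27 at maturing against the paper's 0.37.

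For the values that follow, the alternatives named closed the gap and the others set before the data were examined did not. GRMZM2G129513 at SST had a log2 M/BS of 2.19 against the paper's 2, and it was 2.13 with median-of-ratios scaling. GRMZM2G087804 at mature had a log2 BS/M of 1.88 against the paper's 1.76, and it was 1.85 in the values as deposited. GRMZM2G024823 at SST had a log2 BS/M of 1.45 against the paper's 1.6, and it was 1.48 in the values as deposited and also closer with median-of-ratios scaling. GRMZM2G024823 at maturing had a log2 BS/M of 3.10 against the paper's 3.2, and it was 3.18 with the smaller pseudocount and 3.19 as the log2 ratio of group means. GRMZM2G004534 at SST had a log2 BS/M of 0.53 against the paper's 0.66, and it was 0.58 with median-of-ratios scaling. GRMZM2G144730 at SST had a log2 BS/M of -1.08 against the paper's -0.83, and it was -0.93 with a pseudocount of 1. GRMZM2G144730 at maturing had a log2 BS/M of -1.33 against the paper's -1.08, and it was -1.17 in the values as deposited, -1.17 with median-of-ratios scaling and -1.18 with a pseudocount of 1. GRMZM5G836910 at SST had a log2 BS/M of -1.96 against the paper's -1.83, and it was -1.94 in the values as deposited and -1.91 with median-of-ratios scaling. GRMZM2G033799 at maturing had a log2 BS/M of -0.39 against the paper's -0.58, and it was -0.62 with the smaller pseudocount and -0.65 as the log2 ratio of group means. GRMZM2G088064 at mature had a log2 BS/M of -1.31 against the paper's -0.70, and it was -1.21 with a pseudocount of 1. GRMZM2G124963 at SST had a log2 BS/M of 1.68 against the paper's 2.08, and it was 1.91 with the smaller pseudocount and 1.94 as the log2 ratio of group means. GRMZM2G311182 at maturing had a log2 BS/M of 3.09 against the paper's 4.53, and it was 4.24 with the smaller pseudocount and 4.47 as the log2 ratio of group means. GRMZM2G089713 at SST had a log2 BS/M of 1.37 against the paper's 3.05, and it was 3.07 with the smaller pseudocount and 2.54 as the log2 ratio of group means. GRMZM2G089713 at mature had a log2 BS/M of 0.03 against the paper's 0.58, and it was 0.36 as the log2 ratio of group means. GRMZM2G060659 at SST had a log2 BS/M of 2.20 against the paper's 2.79, and it was 2.68 with the smaller pseudocount and 2.74 as the log2 ratio of group means. GRMZM2G060659 at mature had a log2 BS/M of 0.50 against the paper's 1.75, and it was 1.79 with the smaller pseudocount and 1.98 as the log2 ratio of group means. GRMZM2G027723 at mature had a log2 BS/M of -2.01 against the paper's -2.55, and it was -2.50 as the log2 ratio of group means. GRMZM2G028353 at maturing had a log2 BS/M of -1.51 against the paper's -2.29, and it was -2.40 with the smaller pseudocount and -2.61 as the log2 ratio of group means. GRMZM2G374302 at SST had a log2 BS/M of -1.46 against the paper's -1.32, and it was -1.40 with median-of-ratios scaling.

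The paper places the mature stage below SST in its counts of DE genes in both cell types. Here mature ranked above SST, with 1190 against 535 BS-enriched and 673 against 468 M-enriched genes. That order rests on the spread shared over the stages. With a fit for each stage, 6462 genes at SST and 5704 at mature had an unadjusted p below 0.05 from limma, the order of the paper. Without a test, 12149 genes at SST and 13080 at mature had group means at least 2-fold apart. Of the genes expressed in 1 stage alone, the paper's Fig. 5 shows most at SST, and here most were found at mature. GRMZM2G370275, GRMZM2G435244, GRMZM2G055795 and GRMZM2G336533, which the paper names, were listed at 0 in every library, as were all but GRMZM2G433446 and GRMZM2G373040 of the genes annotated as ARD4. The paper gives GRMZM2G305211 a BS bias at SST and mature, GRMZM2G089713 one at maturing and GRMZM2G433446 an M bias at SST, and no log2 BS/M is given here, because a cell type was listed at 0 in both libraries, with 0.175 and 0 and 0.226 and 0.198 FPKM in the BS libraries of GRMZM2G305211, 0.0612 and 0.0686 in those of GRMZM2G089713 and 0 and 1.21 in the M libraries of GRMZM2G433446. The paper gives GRMZM2G305211 a BS bias also at maturing and GRMZM2G318780 one at mature, where the log2 BS/M was -0.10 and -2.01.

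Some of the named genes, whether or not the paper calls them at that stage, did not pass the threshold here but did under another setting. In the values as deposited these were PPDK (GRMZM2G306345, mature), PIP2-5 (GRMZM2G178693, maturing) and PIP2-2 (GRMZM2G092125, SST), and with median-of-ratios scaling PIP2-5 (GRMZM2G178693, maturing) and PIP2-2 (GRMZM2G092125, SST). A pseudocount of 1 added TIM (GRMZM5G852968, SST) and cesa6 (GRMZM2G113137, SST), and the smaller pseudocount AUX18 (GRMZM2G104176, SST) and amino acid transporter (GRMZM2G404888, maturing). With no filter on low values cesa6 (GRMZM2G113137, SST) passed, and with the stricter filter PPDK (GRMZM2G306345, mature), TIM (GRMZM5G852968, SST), PIP2-2 (GRMZM2G092125, SST), AUX18 (GRMZM2G104176, SST) and cesa6 (GRMZM2G113137, SST). At an adjusted p below 0.05 those that passed were PPDK (GRMZM2G306345, mature), PPDK regulatory protein (GRMZM2G131286, SST, maturing and mature), pgk2 (GRMZM2G382914, SST), TIM (GRMZM2G002807, maturing), TIM (GRMZM5G852968, SST), pyruvate kinase (GRMZM2G004534, mature), pyruvate kinase (GRMZM2G066290, mature), pyruvate kinase (GRMZM2G144730, SST), gln4 (GRMZM5G872068, SST), gln5 (GRMZM2G036464, SST), AlaAT (GRMZM2G088064, maturing and mature), AlaAT (GRMZM2G053999, SST, maturing and mature), AlaAT (GRMZM5G840582, mature), PIP2-4 (GRMZM2G154628, SST), PIP2-5 (GRMZM2G178693, maturing), PIP2-2 (GRMZM2G092125, SST), PIP2-6 (GRMZM2G047368, SST), AUX18 (GRMZM2G104176, SST), sh1 (GRMZM2G089713, SST), CES (cesa3) (GRMZM2G039454, SST, maturing and mature), cesa6 (GRMZM2G113137, SST), IVR2 (GRMZM2G089836, maturing and mature), amino acid transporter (GRMZM2G404888, maturing), GLK1 (GRMZM2G026833, SST, maturing and mature), ZmSCR (GRMZM2G131516, mature), RLSB (GRMZM2G087628, maturing), S-adenosylmethionine decarboxylase (GRMZM2G154397, SST and mature) and arginine decarboxylase (GRMZM2G374302, mature). Of the settings chosen after seeing the values, robust eBayes added PPDK (GRMZM2G306345, mature), TIM (GRMZM5G852968, SST) and PIP2-2 (GRMZM2G092125, SST). The filter on reads, also chosen after seeing the values, added PPDK regulatory protein (GRMZM2G131286, maturing and mature), TIM (GRMZM5G852968, SST), gln5 (GRMZM2G036464, SST), AlaAT (GRMZM5G840582, mature), PIP2-5 (GRMZM2G178693, maturing), PIP2-2 (GRMZM2G092125, SST), PIP2-6 (GRMZM2G047368, SST), AUX18 (GRMZM2G104176, SST) and GLK1 (GRMZM2G026833, SST and mature). Among genes named in RefSeq, a test again chosen after seeing the values, PPDK (GRMZM2G306345, mature), PPDK regulatory protein (GRMZM2G131286, SST, maturing and mature), pgk2 (GRMZM2G382914, SST), TIM (GRMZM5G852968, SST), gln4 (GRMZM5G872068, SST), gln5 (GRMZM2G036464, SST), AlaAT (GRMZM2G088064, maturing), AlaAT (GRMZM5G840582, mature), PIP2-4 (GRMZM2G154628, SST), PIP2-5 (GRMZM2G178693, maturing), PIP2-2 (GRMZM2G092125, SST), PIP2-6 (GRMZM2G047368, SST), AUX18 (GRMZM2G104176, SST), cesa6 (GRMZM2G113137, SST), IVR2 (GRMZM2G089836, maturing and mature), GLK1 (GRMZM2G026833, SST, maturing and mature), RLSB (GRMZM2G087628, maturing), S-adenosylmethionine decarboxylase (GRMZM2G154397, SST and mature) and arginine decarboxylase (GRMZM2G374302, mature) passed.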

Other observations

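The tests that take the highest ratio over the thinned libraries, the match of each stage by mixing to its own ceiling, the mixing at the share that the abundant BS genes allow, the counts of BS-enriched genes alone after mixing, the counts of abundant genes beyond the ceiling and the intervals for genes enriched at SST were chosen only after the result was seen, and the others before.

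The maturing stage had 1.46 times as many DE genes as the mature stage and 2.72 times as many as SST. The number of genes with group means at least 2-fold apart, which uses no spread, was also highest there, at 14467 against 12149 at SST and 13080 at mature, which argues against a smaller spread at maturing as the whole explanation. This excess was smaller than that of the DE genes, and among moderately abundant genes those higher in BS numbered 2299 at maturing and 2323 at mature, and those higher in M 2595 and 2106, so a part played by the spread remains open. After all libraries had been thinned to the depth of the shallowest, the maturing count was set against the larger of the other counts. Their ratio was between 1.52 and 1.66 over 10 draws. With the reads as estimated this goes against depth alone, but genes given too many reads were hardly thinned. The criterion written before, more than 1.5, also lay so close to the unthinned ratio that it decided little. With BS values mixed into the maturing M libraries up to the BS/M ceiling of SST, at a share of 10.25%, the maturing count was 1.53 times that of SST, too little above the same criterion to decide, and with mixing up to the ceiling of mature, at 5.83%, it was 1.11 times that of mature. With thinning and that mixing together, the maturing count mixed to the ceiling of SST was at most 0.919 times the larger of the other counts, which decides nothing, because that was the count of the mature libraries, which had a higher ceiling and were not mixed. Set against the stage whose ceiling it was mixed to, the thinned maturing count was 1.34 to 1.52 times that of SST. Against mature it was 1.08 to 1.21 times. These counts are of genes enriched in either cell type. With the reads as estimated, the ratios go against depth and BS RNA in the M captures together as the whole source of the maximum. The ratios were smaller than without thinning and mixing, and genes given too many reads were hardly thinned. A part of the size of the maximum therefore remains open to depth and such RNA. For the BS-enriched genes alone, the thinned maturing count mixed to the ceiling of mature was 0.95 to 1.03 times that of mature, and without thinning 1189 against 1246, so for these genes depth together with BS RNA in the M captures remains open. M RNA in the BS captures was not mixed and remains open for the M-enriched genes. At the smaller share of 4.42% that the abundant BS genes of SST allow, the ratio was 1.19 with mixing alone and at least 1.18 with thinning as well, and for the BS-enriched genes 1.03 and at least 1.05 against mature. A larger number of cell-specific genes at the maturing stage of the leaf is the biological explanation that the design offers, and it was not tested apart from these.

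The BS/M ceiling of abundant genes was larger at maturing, at 5.02 on the log2 scale, than at SST (2.94) and mature (3.52). If BS RNA in the M captures alone set the ceilings at SST and mature, few abundant BS genes could lie far beyond them, but 24 of 1110 at SST and 15 of 1525 at mature lay more than 2-fold beyond, which argues against such RNA at the share that such a ceiling needs, 13% and 8.73%. The definition of an abundant gene was 1 of a pair that were looked at, and smaller shares of BS RNA, of which the paper's text gives no measure, and the stage of the leaf remain open.

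Many DE genes had their highest mean at maturing. The lowest share under another scaling was 41.4% of the genes M-enriched at maturing, above the share of 1 in 3 that no preference among the stages gives, which decides nothing, because genes called at maturing are in part chosen for high values there. Among genes called at another stage the share was as low as 23.8%, in a set of genes enriched at mature, which goes with such a selection. Among genes BS-enriched at SST it was at least 39.3% over the 3 scalings (95% interval 35.2 to 43.5), above the share of no preference. This argues against selection, or a choice among these scalings, as the whole source for these genes. The interval counts genes as independent, however, and leaves out variation between libraries, so it cannot exclude either. Among genes M-enriched at SST the share was 43.4% (39 to 47.9) after upper quartile scaling, 36.1% (31.9 to 40.6) after median-of-ratios scaling and 34.6% (30.4 to 39) in the values as deposited, and for these genes scaling, selection and a maximum at maturing cannot be told apart, because the intervals other than that of upper quartile scaling span the share of no preference. The stage of the leaf remains an open explanation.

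RefSeq lists 9 pairs of cell-enriched gene models of B73 RefGen_v2 as 1 gene each, and 7 of the pairs had the same direction at all 3 stages. The median difference of log2 BS/M within the pairs was 0.53, below the lowest median of 0.67 over 1000 random sets of pairs, whose median was 1.77. This is consistent with 1 gene being listed under both identifiers, with its reads divided, and near-identical copies with the same expression remain open, and no biological explanation was tested.

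Genes above 20 FPKM in 1 library of a group were listed at 0 in the other library in 353, 300, 353, 264, 251 and 271 cases in SST BS, SST M, maturing BS, maturing M, mature BS and mature M, with a median of 1 read in the higher library.

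The genes with the largest fitted changes at each stage were listed at 0 in both libraries of the other cell type at that stage. At SST GRMZM2G577004 had 29.1 and 127 FPKM and GRMZM2G527158 56.6 and 62 FPKM in the BS libraries, and GRMZM2G549914 had 119 and 112 FPKM and GRMZM2G530577 101 and 47.6 FPKM in the M libraries. At maturing GRMZM2G520963 had 438 and 74.7 FPKM and GRMZM2G586825 276 and 70.6 FPKM in the BS libraries, and GRMZM2G576685 had 114 and 171 FPKM and GRMZM2G544587 89.1 and 119 FPKM in the M libraries. At mature GRMZM2G530609 had 346 and 307 FPKM and GRMZM2G571088 99.8 and 892 FPKM in the BS libraries, and GRMZM2G545766 had 317 and 930 FPKM and GRMZM2G526198 279 and 124 FPKM in the M libraries. Where the value of 1 read was recovered, the library with the most reads had 1 to 47 reads of such a gene, over all stages.

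Of the DE genes, 34 were BS-enriched at one stage and M-enriched at another.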
